# *In vivo* correction of anaemia in β-thalassemic mice by γPNA-mediated gene editing with nanoparticle delivery

**DOI:** 10.1038/ncomms13304

**Published:** 2016-10-26

**Authors:** Raman Bahal, Nicole Ali McNeer, Elias Quijano, Yanfeng Liu, Parker Sulkowski, Audrey Turchick, Yi-Chien Lu, Dinesh C. Bhunia, Arunava Manna, Dale L. Greiner, Michael A. Brehm, Christopher J. Cheng, Francesc López-Giráldez, Adele Ricciardi, Jagadish Beloor, Diane S. Krause, Priti Kumar, Patrick G. Gallagher, Demetrios T. Braddock, W. Mark Saltzman, Danith H. Ly, Peter M. Glazer

## Abstract

The blood disorder, β-thalassaemia, is considered an attractive target for gene correction. Site-specific triplex formation has been shown to induce DNA repair and thereby catalyse genome editing. Here we report that triplex-forming peptide nucleic acids (PNAs) substituted at the γ position plus stimulation of the stem cell factor (SCF)/c-Kit pathway yielded high levels of gene editing in haematopoietic stem cells (HSCs) in a mouse model of human β-thalassaemia. Injection of thalassemic mice with SCF plus nanoparticles containing γPNAs and donor DNAs ameliorated the disease phenotype, with sustained elevation of blood haemoglobin levels into the normal range, reduced reticulocytosis, reversal of splenomegaly and up to 7% β-globin gene correction in HSCs, with extremely low off-target effects. The combination of nanoparticle delivery, next generation γPNAs and SCF treatment may offer a minimally invasive treatment for genetic disorders of the blood that can be achieved safely and simply by intravenous administration.

## Abstract (web summary)

Gene editing approaches are widely used for correcting mutations, but their application is largely limited to cells and not living animals. Here the authors show that *in vivo* γPNA-mediated editing of a β-globin mutation is promoted by SCF and leads to sustained normalization of blood haemoglobin levels β-thalassemic mice.

Gene editing in haematopoietic stem cells (HSCs) may provide a strategy for treatment of inherited disorders such as sickle cell disease and β-thalassaemia. Methods for gene editing include targeted nucleases such as zinc-finger nucleases^1^ and CRISPR/Cas9 (ref. 2), short fragment homologous recombination^3^ and triplex-forming oligonucleotides^4^. Recent excitement has focused on CRISPR/Cas9 technology because of facile reagent design^5^. However, like zinc-finger nucleases, the CRISPR approach introduces an active nuclease into cells, which can lead to off-target cleavage in the genome^6^. As an alternative, we have pursued triplex-forming peptide nucleic acids (PNAs) designed to bind site-specifically to genomic DNA via strand invasion and formation of PNA/DNA/PNA triplexes (via both Watson–Crick and Hoogsteen binding) with a displaced DNA strand^7^,^8^,^9^. PNAs consist of a charge-neutral peptide-like backbone and nucleobases enabling hybridization with DNA with high affinity. PNA/DNA/PNA triplexes recruit the cell's endogenous DNA repair systems to initiate site-specific modification of the genome when single-stranded ‘donor DNAs' are co-delivered as templates containing the desired sequence modification^10^.

Our prior work has suggested that PNA-induced genome modification is mediated by the nucleotide excision repair and homology-dependent repair (HDR) pathways^10^,^11^. Both nucleotide excision repair and HDR are high fidelity pathways, and the PNAs lack any intrinsic nuclease activity; together these features may account for the very low frequencies of off-target genotoxicity seen with PNA-mediated gene editing compared with nuclease based approaches^12^,^13^,^14^. We have also recently shown that tail-clamp PNAs (tcPNAs) with an extended Watson–Crick binding domain can enhance gene editing in human haematopoietic cells with increased efficiency and specificity^13^ and that polymer nanoparticles (NPs) can effectively deliver these molecules into human HSCs both *ex vivo* and *in vivo* in a humanized mouse model^12^,^15^.

Here, we use next generation triplex-forming γPNAs containing a polyethylene glycol substitution at the gamma position for enhanced DNA binding^16^. Delivered via polymer NPs, the γPNAs mediate increased gene editing in HSCs both *ex vivo* and *in vivo* in two different mouse models, one carrying a β-globin/green fluorescent protein (GFP) fusion transgene and the other carrying the human β-globin gene replacing the mouse β-globin genes and containing a β-thalassaemia-associated splicing mutation at IVS2-654 (refs 17, 18). We find that treatment with stem cell factor (SCF), the c-Kit ligand, further enhances PNA-mediated gene editing, an effect associated with increased DNA repair. Treatment of thalassemic mice^18^ with NPs containing γPNAs and donor DNAs, plus SCF, produced up to 7% gene editing in HSCs, with elevation of blood haemoglobin levels for 140 days post-treatment, reduction in reticulocyte counts and reversal of splenomegaly. γPNA treatment also yielded gene editing in human CD34+ HSCs *ex vivo* at a frequency of 5% with a single treatment, with very low off-target effects. These results indicate that chemical advances in PNA design and *in vivo* delivery via polymer NPs can mediate clinically relevant levels of gene editing. They also identify SCF treatment as a potential pharmacologic strategy to increase gene editing that may be applicable not only to triplex-forming PNAs but also to approaches such as CRISPR/Cas9.

## Results

### Triplex-forming PNA design for gene editing

To quantitatively assay for gene editing, we used a mouse model with a β-globin/GFP fusion transgene consisting of human β-globin intron 2 carrying a thalassaemia-associated IVS2-654 (C→T) mutation embedded within the GFP coding sequence, resulting in incorrect splicing of β-globin/GFP mRNA and lack of GFP expression^19^. PNA-mediated triplex-formation induces recombination of the genomic site with a 60-nucleotide sense donor DNA homologous to the β-globin intron 2 sequence except for providing a wild-type nucleotide at the IVS2-654 position. Correction of the splice-site mutation yields expression of functional GFP (Fig. 1a)^12^,^15^, providing a phenotypic read-out of editing quantifiable by flow cytometry.

We designed a series of tcPNAs to bind to polypurine stretches in the β-globin intron near the IVS2-654 mutation (Fig. 1b). One of the tcPNAs and a scrambled sequence control were synthesized to contain partial substitution with a mini-polyethylene-glycol group at the γ position (^MP^γPNA; Fig. 1c,d) within their Watson–Crick binding domains. We made the substitutions in the Watson–Crick domains because in prior work γPNAs have been shown to enhance strand invasion and DNA binding in the Watson–Crick binding mode due to helical pre-organization enforced by the modification^16^. We hypothesized that this would enhance the binding of the tcPNAs because strand invasion and Watson–Crick PNA/DNA duplex formation is an important component in the formation of PNA/DNA/PNA triplexes. Partial substitution was performed because it is sufficient to improve binding affinity and to confer helical pre-organization^20^. γtcPNA4 matches the sequence of tcPNA1 except that it contains γ units at alternating positions in the Watson–Crick domain (Fig. 1d). Scrambled γtcPNA (γtcPNA4-Scr) has the same base composition as γtcPNA4 but a scrambled sequence. All tcPNA oligomers were synthesized with 3 lysines at both termini to improve solubility and increase binding affinity (Fig. 1d). Purification and characterization of the synthesized PNAs were performed by high-performance liquid chromatography analyses and matrix-assisted laser desorption/ionization time-of-flight, respectively (Supplementary Fig. 1 and Supplementary Table 1). Gel shift assays to assess the binding of the tcPNAs to DNAs containing the respective target sequences showed that all bound specifically to their target sites (Supplementary Fig. 2A). No binding was seen in the case of the scrambled sequence γtcPNA4-Scr.

In prior work, we showed that poly(lactic-co-glycolic acid) (PLGA) NPs can effectively deliver PNA/donor DNA combinations into primary human and mouse haematopoietic cells with essentially no toxicity^12^,^14^,^21^. Here, tcPNAs and donor DNAs, at a molar ratio of 2:1, were incorporated into poly(lactic-co-glycolic acid) (PLGA) NPs. The NP formulations were evaluated by scanning electron microscopy and dynamic light scattering. All the NPs exhibited sizes within the expected range (Fig. 1e and Supplementary Fig. 2B,C) and showed uniform charge distribution (Supplementary Fig. 2D). Nucleic acid release profiles showed that γ modifications did not impair release from NPs (Supplementary Fig. 2E).

### *Ex vivo* gene editing in bone marrow cells

Bone marrow (BM) cells harvested from β-globin/GFP mice were treated *ex vivo* with PLGA NPs containing tcPNA1/donor DNA, tcPNA2/donor DNA and tcPNA3/donor DNA. After 48 h, the percentage of GFP+ (corrected) cells was quantified via flow cytometry (Fig. 1f). The higher gene editing activity of tcPNA1 is likely due to its longer Hoogsteen binding domain, an effect that we have previously observed^13^. NPs containing the γ-substituted tcPNA (γtcPNA4) and donor DNA yielded significantly higher gene modification (1.62%; Fig. 1g and Supplementary Fig. 3A), showing that the ^MP^γ substitutions confers increased biological activity that correlates with their improved binding properties. NPs with the γtcPNA4–Scr produced no modification (Fig. 1g).

BM cells treated with either blank NPs or NPs containing γtcPNA4/donor DNA were plated in methylcellulose medium supplemented with cytokines for growth of granulocyte/macrophage colonies (colony-forming unit (CFU)-G, CFU-M and CFU-GM) or combined colonies (CFU-GEMM, granulocyte, erythroid, monocyte/macrophage and megakaryocyte). The two sets of treated cells formed myeloid and erythroid colonies at similar frequencies (Supplementary Fig. 3B,C), suggesting that treatment with γtcPNA4 and donor DNA does not impair the ability of the progenitor cells to proliferate and differentiate. Sequencing analysis of genomic DNA from selected GFP-positive methylcellulose colonies confirmed the presence of the targeted gene modification in the β-globin/GFP transgene at the IVS2-654 base pair (Supplementary Fig. 3D). Also, there was no induction of the inflammatory cytokines in the treated BM cells (Supplementary Fig. 3E), consistent with prior work with NPs containing standard PNAs^12^,^14^,^21^.

In assays for genotoxicity, there was no detectable increase in DNA double-strand breaks (DSBs) in the BM cells treated with γtcPNA4/donor DNA-containing NPs compared with blank NPs based on a single-cell gel electrophoresis assay (Comet assay; Supplementary Fig. 4A). We also assayed for DSBs by measuring the production of γH2AX foci. γH2AX foci are detected in nuclei by immune fluorescence and document a chromatin modification that occurs upon DSB formation via DNA damage response signalling^22^. Treatment of the BM cells with NPs containing γtcPNA4/donor DNA did not produce any γH2AX foci above the low background that is seen in untreated cells (assayed by flow cytometry as shown in Supplementary Fig. 4B). Treatment of the cells with 5 Gy of ionizing radiation (IR) was included as a positive control for induction of DSBs. We also used primary fibroblasts from the mice for this assay, since adherent cells facilitate more robust quantification of foci by immune fluorescence microscopy. Treatment of the fibroblasts with NPs containing γtcPNA4/donor DNA again did not produce γH2AX foci above the low background in untreated or blank NP treated cells (quantified in Fig. 1h as per cent of cells with more than 15 foci and in Fig. 1i as average number of foci per nucleus, with corresponding immune fluorescence images of foci shown in Supplementary Fig. 5). For comparison, transfection of a vector expressing the Cas9 nuclease yielded an increase in γH2AX foci (Fig. 1h,i). Co-expression of a guide RNA designed to bind to the same sequence in the β-globin gene as γtcPNA4 (either via the same plasmid or via a plasmid separate from the Cas9 vector) reduced the number of induced DSBs, but to a level that was still above background (Fig. 1h,i and Supplementary Fig. 5).

### Elevated gene editing by γtcPNAs in CD117+ cells

Previous work suggested that there might be increased PNA-mediated editing in colony-forming progenitors^12^. To test this, we treated whole BM cells with either blank NPs, NPs containing tcPNA1/donor DNA, or NPs containing γtcPNA4/donor DNA. Two days later, flow cytometry was performed to assess the frequency of GFP+ cells within selected sub-populations. CD117+ cells showed elevated gene editing compared with the total CD45+ cell population (Fig. 2a), with 8.6% in CD117+ cells after a single treatment with γtcPNA4/donor DNA NPs. The less potent tcPNA1/donor DNA NPs still yielded an elevated correction frequency of 2.1% in CD117+ cells compared with the total BM (although fourfold lower than γtcPNA4). Next, we sorted for CD117+ cells before treatment with the NPs (Fig. 2b). An elevated percentage of modification (7.2%) was again seen after a single treatment (Fig. 2b).

### The c-Kit pathway mediates increased gene editing

CD117 (also known as mast/stem cell growth factor receptor or proto-oncogene c-Kit protein) is a receptor tyrosine kinase expressed on the surface of haematopoietic stem and progenitor cells and other cell types. SCF, the ligand for c-Kit, causes dimerization of the receptor, activating its kinase activity to trigger signalling pathways that impact survival, proliferation and differentiation.

We asked whether c-Kit-dependent signalling is required for elevated gene correction or whether CD117 simply serves as a marker for the increased susceptibility. First, we tested for gene editing in pre-sorted CD117+ cells treated with or without the c-Kit ligand, SCF, and we observed a significant increase in γtcPNA4/donor DNA-mediated gene editing (up to almost 15%) in the SCF-treated cells (Fig. 2c and Supplementary Fig. 6). We next assayed for γtcPNA4/donor DNA NP-mediated gene editing in pre-sorted CD117+ cells in the presence or absence of kinase inhibitors (Fig. 2d). Dasatinib, which inhibits the c-Kit kinase in addition to the BCR/Abl and Src kinases, reduced the gene editing from 7 to 2.0%. Inhibitors of factors downstream of c-Kit, including mitogen/extracellular signal-regulated kinase (MEK; Binimetinib; MEK162) and phosphatidylinositol-3-kinase (BKM120), also decreased gene editing in CD117+ cells to 2.6 and 4.1%, respectively (Fig. 2d).

We also tested tcPNA1 (no gamma substitutions) for gene editing in pre-sorted CD117 cells treated or not with SCF. We found that SCF boosted tcPNA1/donor DNA gene editing up to 5% versus about 1.5% without SCF (Supplementary Fig. 7). While substantial, this was threefold lower than the almost 15% frequency seen with the γtcPNA4/donor DNA NPs in conjunction with SCF treatment of the pre-sorted CD117 cells (Fig. 2c). Overall, these results indicate that the SCF/c-Kit signalling can enhance gene editing and identify SCF as a potential agent to stimulate PNA-mediated gene modification. In addition, the results further show that γtcPNAs provide increased gene editing potential as compared with regular tcPNAs.

### Increased DNA repair gene expression upon activation of c-Kit+

To explain the increased gene editing in CD117 cells, we tested whether CD117 might be associated with differential uptake of the NPs. However, there were no differences in uptake across several BM cell sub-populations (Supplementary Fig. 8). Next, we examined gene expression patterns in the c-Kit+ cells to test the hypothesis that there might be increased DNA repair gene expression. 

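CD117, the receptor tyrosine kinase c-Kit, marks haematopoietic stem and progenitor cells and some other cells such as mast cells. Bone marrow cells of β-globin/GFP mice were separated by CD117, and labelled RNA of 3 CD117+ and 3 CD117− samples was hybridized to Illumina mouse arrays, on which each probe reports the brightness of 1 transcript. The paper states that the CD117+ and CD117− cells came from 3 separate mice and each replicate from a separate mouse, without saying which samples of the fractions share a mouse. The deposited scanner intensities are on a linear scale, not background-corrected and not normalized, with a detection p for each of 45281 probes. At a detection p under 0.05, 16210 to 17394 probes (median 16421) were above background on the CD117− arrays and 17719 to 18248 (median 17875) on the CD117+ arrays. The median raw intensity was 87.03 to 93.19 on the CD117− arrays and 96.55 to 97.53 on the CD117+ arrays. All 12 arrays of the study were background-corrected and quantile normalized together with neqc (offset 16) and taken to the log2 scale, so differences in the overall brightness of the arrays were removed. Probes detected on at least 3 of the 12 arrays were kept, and the brightest such probe of a gene stood for it, which left 11472 genes. The groups were compared with limma over 4 groups of 3 arrays, with 8 residual degrees of freedom and Benjamini-Hochberg adjustment, and the number of arrays limits the precision. A gene counted as changed at an adjusted p under 0.05. Where a gene was above background on no array of 1 group, its fold change is given as a lower bound, computed against the higher of that group's own signal and the dimmest signal above background.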

RNA from sorted CD117+ and CD117− cells from the β-globin/GFP mice was analysed using Illumina arrays (Supplementary Fig. 9A–C). 

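Kit, which encodes CD117, was 4.45-fold higher in CD117+ than in CD117− cells (log2 fold change 2.16, standard error 0.15, adjusted p = 4.94e-09 from limma, 3 arrays per group). Of 118 measured DNA repair genes of a textbook list, 54 were higher in CD117+ cells, 7 were lower and 57 did not pass the test (54 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of 0.35. The largest increases were in Apex1, the AP endonuclease of base excision repair, with a log2 fold change of 1.59, Ung, a uracil DNA glycosylase, with 1.31, and Ercc2, a helicase of the transcription and repair factor TFIIH. Ercc2 (log2 fold change 1.30, standard error 0.24, adjusted p = 0.000201 from limma) and Xrcc3, a gene of homologous recombination (0.90, standard error 0.20, adjusted p = 0.000959 from the same test), were higher. Brca2, another gene of homologous recombination, had a log2 fold change of 0.27 (standard error 0.18, adjusted p = 0.214 from the same test) on its brightest probe, while its other detected probe gave 0.56 (standard error 0.20, adjusted p = 0.0265 in a limma fit of all detected probes) and was higher. The mean of all its detected probes (0.42, adjusted p = 0.0422) and median scaling of the arrays (0.98, adjusted p = 0.00011) also called Brca2 higher, but that scaling moved the median of all genes from 0.07 to 0.49. Brca1 was above background on 0 of the 6 arrays, so no fold change is given for it. Xrcc2 was not analysed here.
By pathway, of 38 nucleotide excision repair genes 20 were higher and 1 was lower, among them Rad23b (2.37-fold) and Gtf2h4 (2.34-fold), although 1 other probe of Rad23b did not pass the test (log2 fold change -0.20). That probe was dim (mean log2 intensity 4.77, against 8.58 for the probe used), and a brighter one passed at 1.37. The call of this list by camera was lost with an estimated correlation between genes (adjusted p = 0.14 with an estimated correlation). Of 18 base excision repair genes 11 were higher and 1 was lower, including Parp1 (2.17-fold), and 2 other probes of Ung did not pass the test (0.47 and 0.37; adjusted p = 0.14 for the list with an estimated correlation). Of 30 homologous recombination genes 12 were higher and 2 were lower, with Xrcc3, Rad50 (1.83-fold) and Zswim7 (1.83-fold) in the lead. Of 8 mismatch repair genes 4 were higher, including Msh6 (1.95-fold) and Mlh3 (1.85-fold). Of 16 Fanconi anaemia and cross-link repair genes 5 were higher, including Atr (2.35-fold) and Fance (2.27-fold), and 2 lower. Of 16 damage checkpoint genes 9 were higher, including Atr and Chek1 (2.30-fold, above background on 2 of 3 CD117− arrays; adjusted p = 0.203 for the list with an estimated correlation). Camera called the excision repair and checkpoint lists, but not homologous recombination (adjusted p = 0.0751), mismatch repair (0.087) or the Fanconi anaemia list (0.219). Of 10 non-homologous end joining genes 2 were higher and 1, Polm, was lower, a call lost with median scaling and its upward shift of all genes (log2 fold change -0.54, adjusted p = 0.0523). This list's median (0.18) and its test (camera, direction down, adjusted p = 0.907) differ in sign. The counts of all these pathways were the same when adjusted over the list alone.
Markers of blood cell types differed between the fractions as well. Of 25 stem and progenitor cell genes 18 were higher and 1 was lower, with Gata2 at 9.58-fold (18 and 1 adjusted over the list alone; adjusted p = 0.146 with an estimated correlation). Of 20 mast cell and basophil genes 12 were higher and 2 were lower, with Gata2, which is in this list too, and Fcer1a (7.99-fold) in the lead (12 and 3 adjusted over the list alone; adjusted p = 0.236 with an estimated correlation). Kit, whose protein defined the fractions, is also in both lists and counts among the higher genes. Of 25 mature neutrophil genes 24 were lower in CD117+ cells and none was higher (25 lower adjusted over the list alone), a call kept with an estimated correlation. Fpr2, above background on 2 of 3 CD117+ arrays, was 365-fold lower, Camp 356-fold lower and Ltf 286-fold lower, while Stfa1, above background on no CD117+ array, was at least 152.9-fold lower. Chil1, a gene outside this list and also above background on no CD117+ array, was at least 199.9-fold lower. Of 19 B cell genes 18 were lower, with Vpreb3 35.7-fold lower. Of 34 erythroid genes 23 were lower and 4 were higher, with Alas2 37.8-fold lower. These counts were the same adjusted over each list alone. Both lists lost their call with an estimated correlation (adjusted p = 0.0739 for B cells and 0.107 for erythroid cells with an estimated correlation). Of 33 genes of mitosis 14 were lower (14 adjusted over the list alone), including Nusap1 (2.37-fold lower; adjusted p = 0.14 for the list with an estimated correlation), and with median scaling the list's median log2 fold change turned from -0.34 to 0.04 with the shift of all genes. Relative to the median of all genes it lay at -0.41, and at -0.45 with median scaling.
The set test (camera) placed the repair genes above the other genes at an adjusted p of 0.000894, which was lost with an estimated correlation between genes (adjusted p = 0.14 with an estimated correlation). Over all genes 3398 were higher and 2448 lower (58.1% of the changed genes higher). With median scaling in place of quantile normalization 6001 were higher and 1024 lower (85.4% higher), 93 repair genes were higher, and the repair genes' median lay 0.47 above that of all genes, against 0.27. The paper made this comparison to test whether repair gene expression is increased in c-Kit+ cells, after it found no differences in nanoparticle uptake between bone marrow cell populations.

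**Figure D1:**
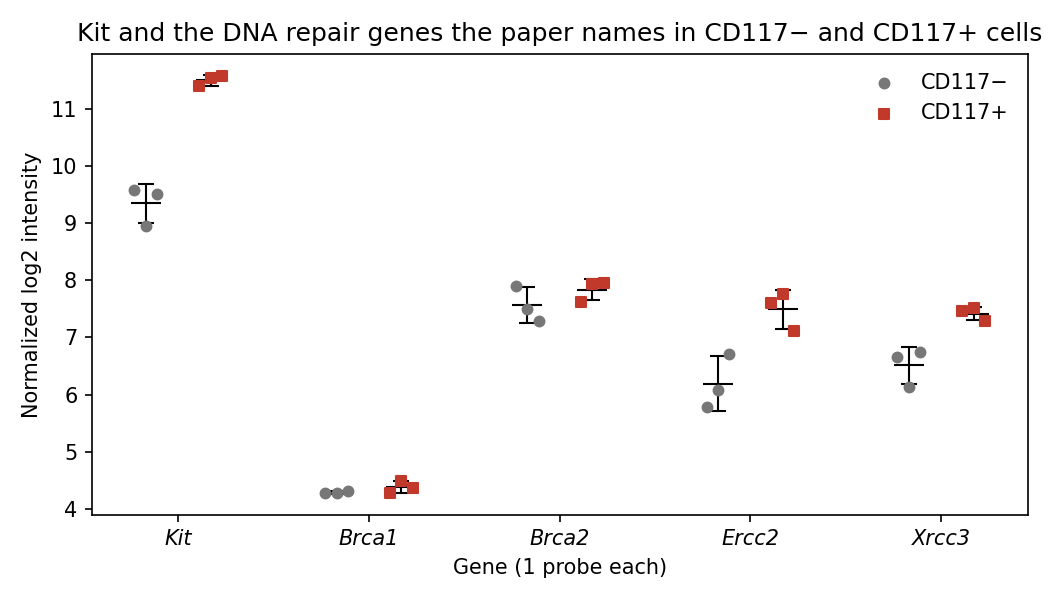
Normalized log2 intensity (vertical axis) of Kit and of Brca1, Brca2, Ercc2 and Xrcc3, with 1 point per array for 3 CD117− (circles) and 3 CD117+ arrays (squares), and bars at the mean ± SD. Kit, Ercc2 and Xrcc3 are separated between the groups, Brca2 overlaps on the probe drawn, and Brca1 lies at background on all 6 arrays.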

We found that numerous DNA repair genes, including *BRCA1, BRCA2, Rad51, ERCC2, XRCC2* and *XRCC3*, showed higher levels of expression in CD117+ cells (Supplementary Figs 10 and 11a)., The elevated expression two genes likely to play a role in PNA-induced recombination, *BRCA2* and *Rad51*, was confirmed in CD117+ cells by quantitative PCR with reverse transcription (Supplementary Fig. 11B,C) and by western blot (Supplementary Fig. 11D). 

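Stem cell factor (SCF) is the ligand of c-Kit. The labels give 3 CD117+ samples treated with SCF at 3 μg per ml for 48 h and 3 further CD117+ samples that were not treated, taken here as the control from the letter in their titles, since no label writes the word untreated. They are separate from the 3 CD117+ samples of the comparison with CD117− cells. On the untreated arrays 17786 to 18081 probes (median 18029) were above background, and on the SCF arrays 17866 to 18027 (median 17968). Median raw intensities were 100.2 to 103.0 and 103.4 to 109.9. The authors' processed values of these 6 arrays follow 1 distribution, with a median of 103.5, and those of the CD117+ and CD117− arrays another, with a median of 93.5, so the authors normalized the sets separately. Here the scanner intensities of all arrays were used. The paper's statement on separate mice names CD117+ and CD117− cells and does not mention treatment. If it does not cover these samples, p-values here measure only the spread between samples, which may be technical. The choice of the control samples could change the numbers, and it was varied.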

We went on to test whether SCF treatment could further increase DNA repair gene expression. 

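After SCF, 49 of 118 DNA repair genes were higher than in untreated CD117+ cells, none was lower and 69 did not pass the test (51 higher and none lower when adjusted over the list alone), with a median log2 fold change of 0.38. Over all 11472 genes 1616 were higher and 1568 lower. Apex1 had a log2 fold change of 1.11 (standard error 0.16, adjusted p = 9.24e-05 from limma, 3 arrays per group). Rad51ap1, a gene of homologous recombination, had 0.99 (standard error 0.19, adjusted p = 0.000924 from the same test), and Rfc5, a clamp loader subunit, 0.97 (standard error 0.15, adjusted p = 0.000157 from the same test), although 2 other probes of Rfc5 did not pass the test (0.27 and -0.26) and the call was lost with the mean of all its probes (0.33, adjusted p = 0.0625). Those 2 probes were dim, with mean log2 intensities of 5.01 and 4.73 against 8.93 for the probe used. The direction depends on the control: against the other CD117+ set without SCF, 16 repair genes were higher and 39 were lower in SCF-treated cells. With that control 2823 of all genes were higher and 2514 lower. That contrast also carries every difference between the array sets, which the authors normalized apart. Without SCF the CD117+ sets differed in 6549 genes, and whether they were cultured alike is not stated. It is therefore not a measure of SCF alone.
By pathway, 15 of 30 homologous recombination genes were higher with SCF, including Bard1 (1.78-fold, above background on 1 of 3 untreated arrays) and Brip1 (1.75-fold), a count that was the same when adjusted over the list alone (adjusted p = 0.0546 with an estimated correlation). Of 38 nucleotide excision repair genes 17 were higher (21 adjusted over the list alone), including Pold2 (1.95-fold; adjusted p = 0.0423 with an estimated correlation). Of 18 base excision repair genes 8 were higher (8 adjusted over the list alone), including Fen1 (1.79-fold; adjusted p = 0.0546 with an estimated correlation). Of 8 mismatch repair genes 4 were higher (5 adjusted over the list alone), including Lig1 (1.77-fold, with 2 other probes of it not past the test at 0.33 and -0.05) and Msh6 (1.65-fold; adjusted p = 0.145 with an estimated correlation). The Lig1 probe at -0.05 was dim (mean log2 intensity 4.67), and a brighter one (7.96) passed at 1.30. Of 16 Fanconi anaemia and cross-link repair genes 5 were higher (5 adjusted over the list alone), including Usp1 (1.94-fold), of which 2 other probes did not pass the test (0.21 and 0.02) and whose call was lost with the mean of all its probes (adjusted p = 0.0734), and Faap24 (1.89-fold), whose call was lost without SCF replicate 3 (log2 fold change 0.50, adjusted p = 0.0606). The call of this list was lost as well (adjusted p = 0.30 with an estimated correlation). Of 10 non-homologous end joining genes 1 was higher (1 adjusted over the list alone), Xrcc6 (log2 fold change 0.37). This call lay near the threshold and was lost without untreated replicate 1 (0.32, adjusted p = 0.0898), untreated replicate 2 (0.34, adjusted p = 0.0715) or SCF replicate 2 (0.35, adjusted p = 0.0654), with little change in the fold. Of 16 damage checkpoint genes 8 were higher (10 adjusted over the list alone; adjusted p = 0.0423 with an estimated correlation), with Tipin at 2.31-fold and Rad1 at 2.07-fold, although 2 other probes of Tipin did not pass the test (0.10 and 0.09). Those 2 probes were dim, with mean log2 intensities of 4.48 and 5.01 against 10.49 for the probe used.
Markers of other blood cells moved with SCF as well. Of 21 megakaryocyte and platelet genes 20 were lower and none was higher, including Tubb1 (6.16-fold lower, with 1 other probe not past the test at -0.76), Clec1b (5.07-fold lower) and Vwf (log2 fold change -1.92), or 21 adjusted over the list alone (adjusted p = 0.0546 with an estimated correlation). Of 7 eosinophil genes 6 were lower (6 adjusted over the list alone), including Prg2 (7.58-fold lower; adjusted p = 0.0924 with an estimated correlation). Of 23 monocyte and macrophage genes 11 were lower and 2 were higher, with Apoe 5.38-fold lower (13 and 2 adjusted over the list alone; adjusted p = 0.413 with an estimated correlation). Of 14 T and NK cell genes 7 were lower and none was higher, including Cd28 (2.55-fold lower), or 7 and 1 adjusted over the list alone (adjusted p = 0.103 with an estimated correlation). Of 14 dendritic cell genes 6 were lower and none was higher (6 lower adjusted over the list alone), including Ly6d (2.51-fold lower; adjusted p = 0.164 with an estimated correlation). Against the other CD117+ set, 14 of the megakaryocyte and platelet genes were higher and 1 was lower. Of the monocyte and macrophage genes 14 were higher and 7 lower there, with a median of 1.10 (camera, direction up, adjusted p = 0.0494, and adjusted p = 0.689 with an estimated correlation). Of the eosinophil genes 6 were lower there too and none was higher, with a median of -3.56 (camera adjusted p = 1.60e-06, and adjusted p = 0.0864 with an estimated correlation). There 3 T and NK cell genes were higher and 6 lower, and 6 dendritic cell genes were higher and 5 lower. With that control the signs of Rad51ap1, Rfc5, Bard1, Pold2, Fen1, Msh6, Xrcc6, Tipin, Rad1, Vwf and Cd28 turned. Apex1 (0.39, adjusted p = 0.057), Brip1, Lig1, Usp1, Faap24, Clec1b and Apoe kept their sign and did not pass the test.
The set test of the repair genes gave an adjusted p of 8.09e-09 (adjusted p = 0.0423 with an estimated correlation). With the other CD117+ set as control it was reversed (direction down, adjusted p = 0.0494, and adjusted p = 0.351 with an estimated correlation), and with both sets as control 23 repair genes were higher and the test gave 0.178. Of the 54 repair genes higher in CD117+ than in CD117− cells and the 49 higher with SCF, 26 were in both, where 22.4 would be in both by chance (odds ratio 1.65, 95% interval 0.74 to 3.70, Fisher's exact test, two-sided p = 0.195), and 23 were higher with SCF only. Over all genes tested 904 were higher in both, where 478.7 would be by chance (odds ratio 3.75, 95% interval 3.36 to 4.18, Fisher's exact test, two-sided p = 1.49e-126, with genes taken as independent). The paper ran this comparison to test whether SCF could raise repair gene expression further.

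**Figure D2:**
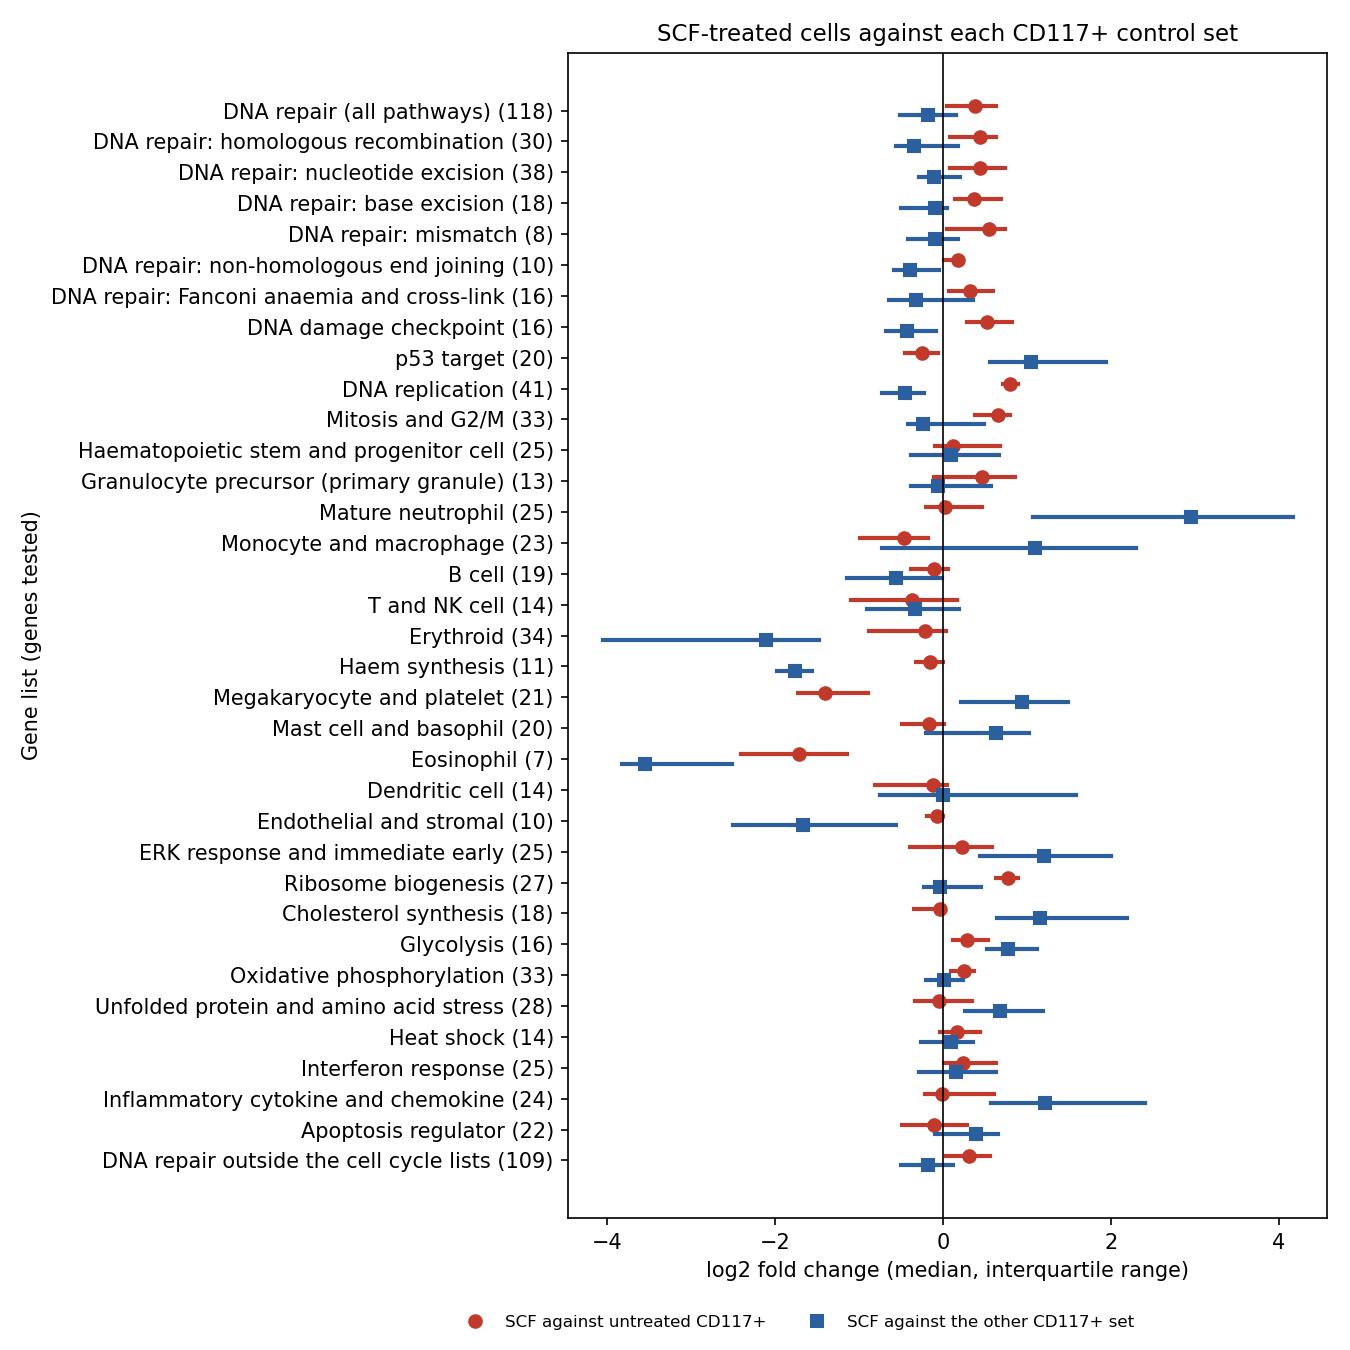
Median (points) and interquartile range (lines) of the log2 fold changes in each gene list for SCF-treated cells against the untreated CD117+ set (circles) and against the other CD117+ set without SCF (squares). The median of the 118 repair genes is 0.38 against the first and -0.18 against the second, and the medians of the megakaryocyte and platelet genes are -1.41 and 0.94.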

Gene expression profiling showed additional up-regulation of numerous DNA repair genes by SCF treatment (Fig. 2e and Supplementary Fig. 12A,B).

Because SCF, as a stimulatory cyctokine, would be expected to impact the cell cycle in c-Kit+ cells and because HDR gene expression is known to be elevated in S-phase, we also measured the effect of SCF on cell cycle phase distribution in the pre-sorted CD117 cells. We found that there was a 9% increase in the per cent of cells in S-phase at 48 h after SCF treatment as compared with no SCF treatment (Supplementary Fig. 13). Hence, some component of the SCF effect on DNA repair genes could be an indirect effect of cell cycle changes.

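Genes of the cell cycle rose with SCF. Of 41 DNA replication genes 34 were higher and 1 was lower (37 and 1 adjusted over the list alone), with a median log2 fold change of 0.80. Rrm2, a subunit of ribonucleotide reductase, was 2.33-fold higher, Tyms, thymidylate synthase, 2.26-fold higher and Mcm3, part of the replicative helicase, 2.13-fold higher, while 1 other probe of Rrm2 (0.02) and 2 of Tyms (0.12 and 0.39) did not pass the test. These probes were dim, with mean log2 intensities of 5.11, 4.66 and 5.11. Brighter other probes passed, at 1.25 for Rrm2 and 1.02 for Tyms. Of 33 genes of mitosis 24 were higher and none was lower (26 adjusted over the list alone), with a median of 0.65, including Top2a (2.18-fold, with 1 other probe not past the test at 0.55) and Bub1b (2.14-fold). Both lists were called by camera (adjusted p = 3.08e-15 and 2.07e-10) and with an estimated correlation (0.0128 and 0.0423).
Of the 118 repair genes, 9 were also in the replication or mitosis lists, and 7 of these were higher with SCF (9 adjusted over the list alone), with a median log2 fold change of 0.80. Fen1, Lig1 and Usp1, named above for their repair pathways, are among these shared genes. Of the 109 repair genes outside both lists, 42 were higher, none was lower and 67 did not pass the test (43 higher adjusted over the list alone), with a median of 0.31 and an adjusted p of 1.91e-07 from camera (0.0394 with an estimated correlation). A repair gene outside both lists can still vary with the cell cycle, which the lists do not exclude. Against the other CD117+ set without SCF, 15 of the 109 were higher and 36 were lower (camera, direction down, adjusted p = 0.0479, and adjusted p = 0.342 with an estimated correlation). There 2 of the replication genes were higher and 23 lower. Of the mitosis genes 8 were higher and 12 lower there, with a median of -0.24 (camera adjusted p = 0.612). The signs of Rrm2, Tyms, Mcm3, Top2a and Bub1b turned with that control. Since repair by homologous recombination is known to be more highly expressed in S phase and more cells were in S phase after SCF, the paper proposes that part of the effect on repair genes could be indirect.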

### The c-Kit pathway induces functionally elevated DNA repair

To test whether the above increases in DNA repair gene expression could be correlated with functional differences in DNA repair, we used a luciferase-based assay to quantify repair of DNA DSBs by HDR. In this assay, repair of a DSB in a reporter plasmid via intramolecular homologous recombination creates (‘reactivates') a functional luciferase gene (Fig. 2f), and so the assay provides a measure of HDR capacity (validation of the assay is shown in Supplementary Fig. 14). The results show increased HDR in CD117+ compared with CD117− cells (Fig. 2f). HDR in CD117+ cells was diminished by the kinase inhibitors MEK162, BKM120 and dasatnib (Fig. 2g); conversely, it was boosted by SCF treatment (Fig. 2g). These results indicate that c-Kit signalling increases HDR.

### *In vivo* gene editing by PNA/DNA NPs given intravenously

We next tested the potential for *in vivo* gene editing in the β-globin/GFP transgenic mice by simple intravenous injection of NPs containing tcPNA1/donor DNA or γtcPNA4/donor DNA, and we further asked whether the editing could be enhanced by SCF treatment. Mice were treated with a single dose of 4 mg NPs, and 2 days later we analysed gene editing in BM and spleen. Some mice also received murine SCF (220 μg kg^−1^) given by intraperitoneal injection 3 h before the NP injection (Fig. 3a,b, with experimental scheme shown in Supplementary Fig. 15A). *In vivo* gene editing was scored by GFP expression in marker-sorted cell populations from BM and spleen (Fig. 3a,b). We observed an average of ∼0.2% gene editing in the CD117 BM cells from tcPNA1/donor DNA and SCF-treated mice (Fig. 3a). Two to threefold higher levels of gene editing were seen in CD117+ cells from BM of the γtcPNA4/donor DNA and SCF-treated mice, with frequencies in the range of 1% in several mice, and average frequencies in the 0.5% range. Similar frequencies were seen in spleen (Fig. 3b).

We confirmed these results by performing deep sequencing analysis on DNA from CD117+ cells isolated from BM and spleen of treated mice (Fig. 3c and Supplementary Fig. 15A), revealing gene editing frequencies in the range of 0.2% in the BM of mice treated with γtcPNA4/donor DNA NPs without SCF and 0.6% in mice receiving SCF along with the γtcPNA4/donor DNA NPs (in a single treatment in each case), consistent with the frequencies of gene correction quantified by GFP expression. Deep sequencing was also used to assess off-target effects in the BM cells of the mice that were treated with SCF and γtcPNA4 and donor DNA NPs (Table 1). By BLAST analysis, we identified seven off-target sites with partial homology to the target site of γtcPNA4 in β-globin intron 2. Extremely low frequencies of off-target effects were found in the γtcPNA4/donor DNA treated mice, with six sites showing no detectable sequence changes out of millions of reads and two sites showing modification frequencies of only 0.0074 and 0.00018% compared with 0.56% at the targeted β-globin site (Table 1). The overall off-target modification frequency at all seven sites combined was 0.00034%, 1,647-fold lower than the frequency of the targeted gene editing.

We also performed cytokine array analyses on plasma derived from mice 48 h after treatment with γtcPNA4/donor DNA NPs . There were no detectable increases in levels of any of the cytokines measured compared with untreated mice (Fig. 3d), with lipopolysaccharide treatment as a positive control showing significantly higher levels of multiple cytokines that were off the scale of the graph (Supplementary Fig. 16). In a separate experiment, mice were treated with γtcPNA4/donor DNA NPs on day 1 and again 3 months later, followed by cytokine analysis of peripheral blood, again showing minimal immune or inflammatory response (Supplementary Fig. 17A,B).

### *In vivo* correction of a β-thalassaemia mutation in mice

We next tested for correction of a human β-thalassaemia mutation in a mouse disease model, using a transgenic mouse line in which the two (*cis*) murine adult beta globin genes were replaced with a single copy of the human β-globin gene with the same thalassaemia-associated IVS2-654 mutation as above^18^. Homozygous mice do not survive, and heterozygotes have a moderate form of β-thalassaemia, with haemolytic anaemia, microcytosis and other erythrocyte morphologies reflecting reduced amounts of mouse β-globin and no human β-globin^17^,^18^, consistent with β-thalassaemia. Treatment groups included (1) blank NPs; (2) SCF alone (no NPs); (3) SCF plus γtcPNA4/donor DNA NPs; and (4) SCF plus γtcPNA4-Scr/donor DNA (experimental scheme is shown in Supplementary Fig. 15B). We conducted two otherwise identical replicate experiments except that, in one, the complete blood count (CBC) analyses were continued for 75 days after the last treatment, and in the other for 140 days. In both cases, each treatment group consisted of six mice, and each mouse received four treatments at 2 day intervals at the beginning of the experiment as indicated in Supplementary Fig. 15B. Some animals were maintained long-term for serial CBC analyses; others were killed at intermediate time points for analysis of spleen size and architecture and for deep sequencing of BM-derived cells.

Blood smears at day 0 (before treatment) and at day 36 after the last treatment (Fig. 4a) showed marked improvement in RBC morphology on day 36 in the γtcPNA4/donor DNA treated mice but not in the mice treated with either blank NPs, SCF alone or SCF plus γtcPNA4-Scr/donor DNA. CBC analyses performed on blood samples taken at 30, 45, 60, 75, 90 and 140 days post-treatment from mice in each group showed persistent correction of the anaemia based on blood haemoglobin levels in the mice treated with SCF plus the γtcPNA4/donor DNA NPs (Fig. 4b), with elevation of the blood haemoglobin levels into the normal range. The anaemia was not improved in any of the controls. We also observed reduced reticulocyte counts in mice treated with SCF plus the γtcPNA4/donor DNA NPs but not in the mice treated with blank NPs (Fig. 4c). In addition, the γtcPNA4/donor DNA treated mice also showed reduced splenomegaly at 36 days post-treatment (Fig. 4d).

Consistent with reduced splenomegaly, histologic examination of spleens from mice on days 36 and 75 showed substantially improved splenic architecture specifically in the γtcPNA4/donor DNA treated mice (Fig. 4e and Supplementary Figs 18 and 19). The regular splenic pattern of white pulp (lymphoid follicles) surrounded by rims of red pulp is disrupted in the β-thalassemic animals due to extramedullary haematopoiesis, causing an expansion in red pulp (causing the splenomegaly) and disruption of the white pulp. The CD61 and Ecad immunohistochemical stains (Supplementary Fig. 18) highlight the increased cellularity characteristic of extramedullary haematopoiesis and demonstrate that the expanded red pulp includes elevated megakaryocytes and erythroid precursors, respectively. This increased cellularity is substantially ameliorated in the γtcPNA4/donor DNA treated mice (Supplementary Fig. 18).

Deep sequencing analyses were performed on total BM cells of mice on day 36 post-treatment. Correction of the targeted mutation was seen at a frequency of almost 4% in the γtcPNA4/donor DNA treated group (Fig. 5a; combined analysis of 3 mice), whereas no correction was seen in the mice treated with blank NPs (Fig. 5a). Deep sequencing was also used to assess off-target effects in the BM cells at seven sites with partial homology to the binding site of γtcPNA4 in the β-globin gene. We found extremely low frequencies of off-target effects in the γtcPNA4/donor DNA-treated thalassemic mice (Table 2). The overall off-target modification frequency was 0.0032%, 1,218-fold lower than the frequency of β-globin gene editing.

In addition, we sorted the cells from the BM of the SCF and γtcPNA4/donor DNA NP treated mice (the BM was collected 65 days after the last treatment) for markers consistent with several stem/progenitor cell populations^23^, and we again performed deep sequencing of the β-globin gene. This revealed evidence for gene editing at a frequency of 6.9% in Lin-Sca1+ cKit+ CD150+ CD135-cells (Fig. 5a and Supplementary Fig. 20), a population that is highly enriched for long-term HSCs. We also observed gene editing in multiple other progenitor populations (Fig. 5a).

We also noted that the β-thalassemic animals had elevated levels of CD117+ cells in their BM compared with the phenotypically normal β-globin/GFP transgenic mice (Supplementary Fig. 21), indicative of the stress erythropoeisis in these animals. We also found that the proportion of CD117+ cells was further increased by SCF treatment. These elevated levels of CD117+ cells, and the stress erythropoeisis that underlies them, could explain, in part, the increased susceptibility to gene editing in the thalassemic mice.

### Gene editing by γtcPNAs in CD34+ human HSCs

We next tested the gene editing potential of γtcPNA4/donor DNA NPs in human CD34+ cells. Because we did not have cells from a thalassemic patient, we obtained human CD34+ cells from healthy donors from a cell bank. Consequently, we used a modified donor DNA designed to introduce a mutation at position IVS2-654 rather than correct it. One day after the CD34+ cells were thawed into stem cell medium, they were treated either with blank NPs or with NPs containing γtcPNA4/donor DNA plus SCF. Two days later, we performed deep sequencing, revealing β-globin gene editing at position IVS2-654 at a frequency of 5.0% (Fig. 5b,c and Table 3). Six off-target sites with partial homology to the binding site of γtcPNA4 in the β-globin gene were also analysed, and extremely low off-target frequencies were found in two of the sites sites (0.000017 and 0.000055%), with four sites showing no detectable sequence changes out of millions of reads (Table 3). Combined, we saw off-target mutations at an overall frequency of only 0.000012%, more than 400,000-fold lower than the 5% frequency of editing in the targeted β-globin gene. In addition, cytokine array analysis of supernatant taken from the treated CD34+ cells showed a minimal cytokine response (Supplementary Fig. 22).

We also performed a transplantation experiment in which human CD34+ cells that were treated *ex vivo* with γtcPNA4/donor DNA NPs and SCF were then transplanted into NOD-*scid IL2rγ*^*null*^mice. Eight weeks later, human CD34+ cells were isolated from the BM of the mice and deep sequencing was performed to measure the presence of gene editing in the β-globin gene (Fig. 5b). We found that 3.4% of β-globin gene alleles showed the introduced mutation at position IVS2-654 (Fig. 5c).

## Discussion

In the work reported here, we developed a gene editing strategy to correct a thalassaemia-associated mutation in the human β-globin gene and tested it in an established rodent model of human β-thalassaemia. Our results demonstrate that chemically modified, triplex-forming γPNAs and donor DNAs delivered intravenously via polymer NPs, and given in combination with SCF treatment, can mediate gene editing *in vivo* at a level sufficient to ameliorate the disease phenotype in the mice. We observed sustained reversal of the anaemia for up to 140 days post treatment, with normalization of serum haemoglobin concentrations and suppression of the reticulocytosis. We also saw a morphologic improvement in RBC cytology, along with reduced extramedullary haematopoiesis and reduction in splenomegaly. These findings suggest that our approach has the potential to yield a significant clinical response that could relieve the morbidity and mortality associated with β-thalassaemia.

There are two key advances for gene editing in this work. One is the incorporation of next generation PNA chemistry by substitution at the gamma position to enhance the binding properties of the PNAs. The second is the finding that the SCF/c-Kit pathway promotes increased gene editing by triplex-forming PNAs and donor DNAs. Upon *ex vivo* treatment of BM cells with γPNAs, the gene editing frequency in c-Kit+ cells was as high as 8%, 3–4-fold higher than with unmodified PNAs. The combination of SCF treatment with the γPNAs yielded even higher frequencies in the c-Kit+ cells, with just over 15% in a single treatment. *In vivo*, treatment of transgenic mice carrying a β-globin/GFP reporter transgene by i.p. injection of SCF followed by intravenous administration of NPs containing γPNAs and donor DNAs yielded gene editing in CD117+ cells at frequencies up to 1% in a single treatment. In the thalassemic mouse model, simple intravenous injection of γPNA/donor DNA NPs, plus SCF given i.p., resulted in a gene editing frequency of almost 4% in total BM cells (and 6.9% in Lin-Sca1+ cKit+ CD150+ CD135- cells, representing a sub-population of putative HSCs) and produced sustained amelioration of the disease phenotype, achieved in a minimally invasive manner without the need for stem cell harvest or transplantation.

Similarly, we achieved a frequency of 5% gene editing at the endogenous β-globin gene in human CD34+ haematopoietic progenitor cells treated once with SCF and γPNA/donor DNA NPs *ex vivo*, and we showed that these cells can engaft into NOD-*scid IL2rγ*^*null*^ mice with persistent evidence of gene editing, supporting the eventual translatability of our approach to individuals with thalassaemia.

Importantly, in a series of assays for haematopoietic colony formation, for induction of inflammatory cytokines, for generation of strand breaks and for off-target mutagenesis, there was essentially no measurable cellular toxicity and very low off-target effects from the γPNA-containing NPs in either the mouse or human cells. In the human CD34+ cells, the frequency of off-target mutations at the 6 most closely homologous sites was 0.000012%, a value more than 400,000-fold lower than the gene editing frequency of 5%, providing a possible safety advantage relative to other gene editing approaches^6^.

Two recent publications used either TALENs or CRISPR/Cas9 for gene editing in cell culture of human iPS cells carrying the same IVS2-654 thalassaemia-associated β-globin mutation site as studied here^24^,^25^. These publications achieved higher editing frequencies of 33% by TALENS and 12.3% by CRISPR/Cas9 in one report^24^ and 16.7% by CRISPR/Cas9 in the other^25^, compared with our editing frequency in human CD34+ cells of 5% (albeit a different cell type). With respect to off-target effects, these publications used a PCR-based T7E1 assay, and so quantitative comparisons with our deep sequencing results are not possible. Also, these publications did not test their approaches *in vivo*, and so we cannot make comparisons to our *in vivo* results in the thalassemic mice.

CD117 is the product of the c-Kit gene and is a receptor tyrosine kinase that mediates downstream signalling. Our results suggest that activation of this pathway promotes gene editing. Mechanistically, we observed elevated DNA repair gene expression in CD117 cells, including factors that may play a role in triplex-induced gene editing^4^,^10^,^26^,^27^. Importantly, we show that CD117+ cells show functional increases in DNA repair and that treatment with SCF produces further increases.

The 4% frequency of gene editing in total BM cells (and 6.9% in Lin-Sca1+ cKit+ CD150+ CD135- putative HSCs) achieved in the thalassemic mice was sufficient to achieve a clear improvement in phenotype. That gene correction at these frequencies could confer a phenotypic impact is consistent with transplantation studies in thalassemic mice and in patients in which mixed chimerism at one ratio of wild-type donor to thalassemic recipient cells in the marrow has produced much higher proportions of donor RBCs in the periphery^28^,^29^. This effect has been attributed to increased survival of genetically corrected erythroblasts during erythropoiesis, decreased ineffective erythropoiesis and increased survival in the circulation of corrected erythrocytes relative to thalassemic RBCs^30^.

Overall, our results provide motivation for further development of NP-mediated delivery of γPNAs and donor DNAs as a possible therapeutic strategy to achieve *in vivo* gene editing for treatment of human genetic disorders. The work here demonstrates gene editing in BM, but other work from our group has shown that NP delivery of PNAs to lung airway epithelia is also possible to achieve correction of the CFTR gene mutation associated with cystic fibrosis^31^,^32^. In this regard, the effect of SCF on gene editing in BM raises the possibility that other cytokines or growth factors could similarly serve to boost gene editing potential not only in BM but also in other tissues. In addition, the ability of SCF (which is an established activator of HSCs and is in clinical use) to stimulate gene editing by triplex-forming PNAs may also be applicable to other editing methods, such as CRISPR/Cas9.

Further improvements in PNA-mediated gene editing are still possible via additional PNA chemical modifications. Most encouraging at this point, however, is that even though γPNAs show improved gene editing potency, the off-target effects in the genome remain extremely low. This is in accordance with the lack of intrinsic nuclease activity in PNAs, and reflects the mechanism of triplex-induced gene editing, which creates an altered helix that engages endogenous DNA repair pathways.

## Methods

### Oligonucleotides

All ^MP^γPNA monomers were prepared from Boc-(2-(2-methoxyethoxy)ethyl)-L-serine as a starting material by a series of multistep synthetic procedures including reduction, mitsunobu reaction, nucleobase (A,C,G and T) conjugation and then ester cleavage. At each step the respective product was purified by column chromatography^20^. PNA oligomers were synthesized on solid support using Boc chemistry^16^. The oligomers were synthesized on MBHA (4-methylbenzhydrylamine) resin according to standard procedures of Boc chemistry. Kaiser test was performed at each step to measure complete coupling and double coupling was performed if it was required. The oligomers were cleaved from the resin using an m-cresol/thioanisole/TFMSA/TFA (1:1:2:6) cocktail, and the resulting mixtures were precipitated with ethyl ether, purified by reversed phase-high-performance liquid chromatography (acetonitrile:water) and characterized with a matrix-assisted laser desorption/ionization time-of-flight mass spectrometer.

The sequences of PNAs used in this study are given in Fig. 1. The single-stranded donor DNA oligomer was prepared by standard DNA synthesis except for the inclusion of three phosphorothiate internucleoside linkages at each end to protect from nuclease degradation. The sequence of the donor DNA matches positions 624–684 in β-globin intron 2 and is as follows, with the correcting IVS2-654 nucleotide underlined: 5′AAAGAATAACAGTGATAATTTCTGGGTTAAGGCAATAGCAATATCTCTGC ATATAAATAT3′.

For gene editing experiments in the human CD34+ studies, the donor DNA was designed to introduce rather than correct the IVS2-654 mutation, and so the sequence of the donor was:

5′-AAAGAATAACAGTGATAATTTC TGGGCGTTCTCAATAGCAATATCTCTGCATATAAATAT-3′. Note that besides the IVS2-654 mutation, this donor was designed to introduce 5 other point mutations adjacent to the IVS2-654 bp (underlined) to further facilitate detection by deep sequencing.

### PLGA nanoparticle synthesis and characterization

PLGA nanoparticles containing PNAs and DNAs were formulated using a double-emulsion solvent evaporation method and characterized PLGA nanoparticles encapsulating PNA/donor DNA were formulated using a double-emulsion solvent evaporation technique. PNAs and donor DNAs were dissolved in 60.8 μl DNAse-free water. All nanoparticle batches had 2 nmole mg^−1^ of PNA or γPNA and 1nmole mg^−1^ of donor DNA. The encapsulant was added dropwise to a polymer solution containing 80 mg 50:50 ester-terminated PLGA dissolved in dichloromethane (800 μl), then ultrasonicated (3 × 10 s) to formulate the first emulsion. To form the second emulsion, the first emulsion was added slowly dropwise to 1.6 ml of 5% aqueous polyvinyl alcohol and then ultrasonicated (3 × 10 s). This mixture was finally poured into 20 ml of 0.3% aqueous polyvinyl alcohol and stirred for 3 h at room temperature. Nanoparticles were then thoroughly washed with 20 ml water (3 × ) and further collected each time by centrifugation (12,000 r.p.m. for 10 min at 4 °C). Nanoparticles were resuspended in water, frozen at −80 °C, and then lyophilized. Nanoparticles were stored at −20 °C after lyophilisation^21^. Nucleic acid release was analysed by incubating nanoparticles (4–6 mg) in phosphate-buffered saline (PBS; 600 μl) in a 37 °C shaker, spinning down and removing supernatant. Further absorbance of the supernatant was measured at 260 nm at the indicated time points. At 24 and 48 h nanoparticles, the residual nucleic acid in the nanoparticle pellet was extracted and total nucleic acid content was calculated as a sum of absorbance obtained from the pellet as well as supernatant. Absorbances at 260 nm were measured with a Nanodrop 2,000 (ref. 21).

### *Ex vivo* experiments with BM cells from β-globin/GFP mice

BM cells were harvested by flushing femurs and tibias of β-globin/GFP transgenic mice with Roswell Park Memorial Institute (RPMI)/10% foetal bovine serum (FBS) media. Nanoparticles (2 mg ml^−1^) were used to treat ∼300,000–500,000 cells for 48 h in RPMI/10% FBS media containing glutamine, in triplicate samples. After 48 h, cells were fixed with 4% paraformaldehyde, and analysed by flow cytometry. Cells treated with blank nanoparticles were included as a control.

For experiments with CD117+, cells were isolated by magnetic separation and grown in cells, Iscove's Modified Dulbecco's Media media containing insulin (10 ng ml^−1^), FCS (10%) and erythropoietin (1 U ml^−1^). Where indicated, 3 μg ml^−1^ of SCF (recombinant murine SCF, catalogue #250-03, PeproTech, Rocky Hill, NJ;) was added before nanoparticle treatment. NPs ( 2 mg ml^−1^) were used to treat 50,000–100,000 CD117+ cells in triplicate for 48 h in the above media, followed by flow cytometry analyses as above. Inhibitors were used at concentrations of 200 nM (dasatinib), 1.0 μM (MEK162) and 3.0 μM (BKM120). Dasatanib was obtained from Cayman Chemical (Ann Arbor, MI; item #11498) and dissolved according to manfacturer's protocol. MEK162 and BKM120 were obtained from Dr. Harriet Kluger, Yale University.

### Sorting and flow cytometry of cells from β-globin/GFP mice

BD Bioscience kit catalogue #558451 (BDImag Haematopoietic Progenitor Stem Cell Enrichment Set—DM) was used to isolate CD117 cells. Enrichment for CD117 was confirmed by flow cytometry. CD117+ enriched cells were labelled with CD117-APC (BD Pharmingen catalogue #558451) antibody used a dilution of 1:100. Cells were co-labelled with control IgG antibody (BD Pharmingen catalogue #555746 used a dilution of 1:100) for gating purposes. To quantify GFP expression, after CD117 co-labelling, flow cytometry was performed using FACScaliburS by resuspending cells in PBS/1%FBS where green fluorescent cells are measured in the Fl1 channel and APC stained cells are in the Fl4 channel. Antibodies for other markers were Ter119 (BD Pharmingen catalogue #561033) and CD45 APC (BD Pharmingen catalogue #561018), both used a dilution of 1:100. See below for isolation of progenitor cell populations from thalassemic mice.

### DNA binding gel shift assays

For gel electrophoresis, synthetic 120 bp dsDNA targets were incubated with indicated oligomers at 37 °C in low ionic strength buffer (10 mM NaPi, pH 7.4). The samples were separated on 10% non-denaturing polyacrylamide gels in 1 × TBE buffer. The gels were run at 100 V cm^−1^ for 1.5 h. After electrophoresis, the gels were stained with 1 × SYBR-Gold (catalogue #S11494, Invitrogen) for 10 min, washed 2 × with 1 × TBE buffer, and then imaged using a gel documentation system (BioDoc-It System). The images were then inverted using Adobe Photoshop 6.0.

### Comet assay

400,000 BM cells per well were plated on 6-well plates in 1 ml media, then treated with 2 mg ml^−1^ of either blank NPs or PLGA NPs containing either tcPNA1/donor DNA, γtcPNA4/donor DNA or bleomycin/donor DNA, as indicated in Supplementary Fig. 4. After 48 h, cells were harvested, and prepared using the Trevigen Comet Assay kit per manufacturer's protocol (Trevigen, Gaithersburg, MD). Briefly, cells were suspended in agarose, added to comet slides, allowed to set, incubated 1 h in lysis solution, placed in electrophoresis solution for 30 min, then run at 21 V for 45 min, placed in acetate solution for 30 min, transferred to 70% ethanol solution for 30 min, dried, stained with Sybr Green for 30 min and then visualized using an EVOS microscope. TriTek Comet Score freeware was used to analyse images.

### Reporter gene assay for homology-dependent repair

An inactivating I-Sce1 site was cloned 56 amino acids into the firefly luciferase open reading frame under the control of a cytomegalovirus (CMV) promoter. The reporter construct also contains a promoterless luciferase gene used as a template for homologous recombination. A DSB in the luciferase reporter is created by *in vitro* digestion with the I-Sce I restriction enzyme (NEB # R0694L). Plasmid DNA was digested with I-Sce 1 for 1 h at 37 °C at a ratio of 10 units enzyme to 1 μg DNA and then the enzyme was inactivated at 65 °C for 20 min. The linearization of the plasmid was confirmed for each digestion via gel electrophoresis and the linear plasmid was purified using the Qiagen Qiaquick spin columns. After separation, CD117+ and CD117-cells from BM of β-globin/GFP transgenic mice, cells were transfected using the Lonza 2b Nucleofector Device. 5 × 10^5^ cells were transfected with 1 μg of either the luciferase reporter vector or a positive control firefly luciferase expression vector, along with 50 ng of a renilla luciferase expression plasmid as a transfection efficiency control. All transfections were performed in triplicate. After transfection the cells were plated at a density of 5 × 10^5^ cells per ml in 12-well plates. After 24 h incubation post transfection, luciferase activity was measured using the Promega Dual Luciferase Assay Kit. In each sample firefly luciferase activity was normalized to the renilla luciferase transfection control. Reporter reactivation was calculated as a ratio of normalized firefly luciferase activity in the cells transfected with the reporter plasmid to the positive control.

### Mouse models and *in vivo* treatments

All animal use was in accordance with the guidelines of the Animal Care and Use Committee of Yale University and conformed to the recommendations in the Guide for the Care and Use of Laboratory Animals (Institute of Laboratory Animal Resources, National Research Council, National Academy of Sciences, 1996).

The β-globin/GFP transgenic mice were obtained from Ryszard Kole, University of North Carolina^19^. For treatment of the mice, where indicated SCF (220 μg kg^−1^ per mouse, Recombinant Mouse SCF, carrier-free, R&D catalogue #455-mc-050/CF) was injected intraperitoneally 3 h before treatment with 4 mg of NPs in 150 μl PBS delivered via retro-orbital intravenous injection. In some cases, mice were killed 48 h after the NP injections, and BM and spleen cells were harvested for further analysis. The BM and spleen cells (500,000 each) were co-labelled with APC conjugated antibodies as described above and flow cytometry was performed as above. For deep sequencing analyses, CD117+ cells were isolated by magnetic separation using a BD Bioscience protocol (BDImag Hematopoietic Progenitor Stem Cell Enrichment Set—DM). Genomic DNA from three mice was pooled followed by sequence analysis as previously described^12^.

The IVS2-654 β-thalassemic mice were obtained from Ryszard Kole, University of North Carolina^18^. For *in vivo* experiments, where indicated, SCF (220 μg kg^−1^ per mouse, Recombinant Mouse SCF, carrier-free, R&D catalogue #455-mc-050/CF) was injected intraperitoneally 3 h prior to treatment with 4 mg of NPs in 150 μl of PBS delivered via retro-orbital intravenous injection. Each mouse received four treatments given at 48 h intervals. Mice were anesthetized with isoflurane followed by retro-orbital bleeding (∼100 μl) using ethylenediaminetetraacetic acid–treated glass capillary tubes. The blood was evacuated into tubes with 5 μl of 0.5 M EDTA acid in heparinized coated tubes. Complete blood counts were performed using a Hemavet 950FS (Drew Scientific, Oxford, CT) according to the manufacturer's protocol. Slides containing blood smears were stained with Wright and Giemsa stain for microscopy. Methylene blue staining was used for reticulocyte counts. Spleen images and weights were taken after selected mice were killed on day 36 after the last treatment. Harvested spleens were fixed in 10% neutral buffered formalin and processed by Yale Pathology Tissue Services for H&E, CD61 and E cadherin staining.

For assigning animals into treatment groups as listed above, littermate animals were genotyped, and then the pups carrying the required genotypes (either β-globin/GFP transgenic mice or IVS2-654 β-thalassemic mice) were randomized into the several treatment groups in cohorts of 3–6, as indicated, at 8 weeks of age. Both genders were included. The investigators were not blinded as to treatment groups.

### Deep sequencing analyses

Genomic DNA from mouse cells treated *ex vivo* or from cell from mice treated *in vivo,* as indicated, was harvested using the Wizard Genomic Purification Kit (Promega), and then electrophoresed in a 1% low melting point agarose gel in TAE, to separate genomic DNA from possible residual PNA and/or DNA oligonucleotide. The high-molecular weight species, representing genomic DNA, was cut from the agarose gel and extracted using the Wizard SV Gel and PCR Clean-Up System (Promega) according to manufacturer's instructions. Once genomic DNA was isolated from treated cells or mouse tissue, PCR reactions were performed with high fidelity TAQ polymerase. Each PCR tube consisted of 28.2 μl dH_2_O, 5 μl 10 × HiFi Buffer, 3 μl 50 mM MgCl_2_, 1 μl DNTP, 1 μl each of forward and reverse primer, 0.8 μl High Fidelity Platinum Taq Polymerase (Invitrogen, Carlsbad, CA) and 10 μl DNA template. PCR products were prepared by end-repair and adaptor ligation according to Illumina protocols (San Diego, CA), and samples sequenced by the Illumina HiSeq with 75 paired-end reads at the Yale Center for Genome Analysis. Samples were analysed as previously described^12^. Primers for deep sequencing were designed using Primer3 database. The primers used for β−globin intron 2 were as follows: forward primer: 5′-TATCATGCCTCTTTGCACCA-3′; reverse primer: 5′-AGCAATATGAAACCTCTTACATCA-3′. Primers for off-target sites of partial homology were as follows; forward primer is listed first: vascular cell adhesion protein precursor 1 (5′-AGATAATTATTGCCTCCCACTGC-3′ and 5′-AATGGAAGGGCATGCAGTCA-3′); polypyrimidine tract binding protein (5′-CCCAATCCTGAATCCTGGCT-3′ and 5′-CATACTGATGTCTGTGGCTTGA-3′); protocadherin fat 4 precursor (5′-AAGCTCAAACCTACCAGACCA-3′ and 5′-AGCTGGAAGCTTCTTCAGTCA-3′); olfactory receptor 266 (5′-CCCTCTGTGGACTGAGGAAG-3′ and 5′-TGATGAGCTACGGGTATGTGA-3′); syntaxin binding protein (5′-CAAAAAGCCTTAAGCAAACACTC-3′ and 5′-TCTCTCCCTCAGCATCTATTCC-3′); muscleblind-like protein (5′-TGTGTTTGTTTATGGATACTTGAGC-3′ snd 5′-GCATGCACAATAAAGGCACT-3′); ceruloplasmin isoform (5′-CATGGGAAACAGTCAAAAGAAA-3′ and 5′-TGTAGGTTTCCCCACAGCTT-3′).

### Cytokine array analysis

NPs (4.0 mg) containing γtcPNA4/donor DNA were injected i.v. into β-globin/GFP transgenic mice. After, and after 48 h, plasma samples were collected. Cytokine array analyses were performed on 25.0 μl of plasma and analysed for cytokines using the luminex based cytokine detection and quantification technology at the CytoPlex Core Facility at Yale University (https://medicine.yale.edu/obgyn/drs/immunology/).

### Analysis of HSCs from BM of treated thalassemic mice

Thalassemic mice were treated as above with four treatments of NPs atat 2 day intervals of 4 mg of NPs in 150 μl PBS delivered via retro-orbital intravenous injection along with SCF given i.p. Sixty-five days later, mouse tibias and femurs were collected and crushed in mortar with 5 ml fluorescence-activated cell sorting (FACS) buffer (PBS+0.5% bovine serum albumin+2 mM EDTA). The BM was passed through a 100 μ cell strainer and then the cells were collected by centrifugation at 250*g* for 5 min at room temperature. The cell pellets were resuspended in 5 ml of RBC lysis buffer for 1 min. The suspensions were diluted with 1 ml FBS and 14 ml FACS buffer, cells were collected by centrifugation, and then resuspended in FACS buffer for antibody staining, followed by FACS. Antibodies used were as follows: from BD Biosciences (www.bdbiosciences.com): BD553086 (CD45R/B220), BD553309 (CD11b), BD553672 (Ter119), BD553060 (CD3e), BD553028 (CD8a), BD553649 (CD4); BD562729-Ly-6A/E (Sca1), BD565502-CD16/CD32 (FcgR); from BioLegend (http://www.biolegend.com): APC c-Kit (BioLegend 105812-CD117), CD105 (BioLegend 120406-CD105), PE-Cy5CD135 (BioLegend 135312-CD135), PE-CD150 (BioLegend 115904-CD150 SLAM), PE/Cy7 Streptavidin (BioLegend 405206-Biotin). Antibodies were used at 0.2–0.8 μg ml^−1^. From isolated cell populations, genomic DNA extraction was performed using the Wizard Genomic Purification Kit (Promega) and samples were submitted for deep sequencing as above.

### PCR with reverse transcription analysis

Cells were harvested, pelleted and frozen in RNA stabilization reagent (Qiagen), until ready for RNA extraction. RNA was extracted from the cell pellets using the RNAeasy Mini Plus kit from Qiagen, as per the manufacturer's protocol. The Invitrogen SuperScript III kit was used to generate cDNA from the RNA, as per the manufacturer's protocol, using 500 ng of RNA per reaction. PCR reactions contained cDNA, 20% Betaine, 0.2 mM dNTPS, Advantage 2 Polymerase Mix, 0.2 μM of each primer, 2% Platinum Taq, and Brilliant SYBR Green. Primers and ROX reference dye were obtained from Stratagene and analysis was conducted using a Mx3000p realtime cycler. Cycler conditions were 94 °C for 2 min, 40 cycles of 94 °C 30 s/50 °C 30 s/72 °C 1 min, then 95 °C for 1 min. Relative expression were calculated using the 2^ΔΔCt^ method (Ct<36) and then normalized. Mouse BRCA2 primers were designed using Primer3 database: BRCA2-3F: 5′-GTTCATAACCGTGGGGCTTA-3′ and BRCA2-3R: 5′-TTGGGAAATTTTTAAGGCGA-3′. For BRCA2 data analysis GAPDH were used as control using following primers: 5′-TGATGACATC AAGAAGGTGGTGAAG-3′ and 5′-TCCTTGGAGG CCATGTGGGCCAT-3′. For RAD51 analysis, Rad51 mRNA was quantified by using TaqMan Gene Expression Assay (Life technologies, Mm00487905_m1) kit and using gene 18S (Life technologies, Mm03928990_g1) as a control.

### Western blot analysis

CD117+ and CD117-cells were isolated from β-globin/GFP mice and protein was extracted with Radio-Immunoprecipitation Assay lysis buffer. Total protein of 50–100 μg was run on SDS/polyacrylamide gel electrophoresis gels and transferred to nitrocellulose membranes. Antibodies used were: Anti-BRCA2 (Ab-1) mouse mAb (EMD Millipore, OP95-100 ug) at 1:10,000 anti-RAD51-antibody (Santa Cruz biotechnology, SC 8349) at 1:10,000.

### Microarray analysis

Microarray analyses were performed on CD117+ and CD117-cells obtained from BM of three separate β-globin/GFP mice at Yale Center of genomic analysis at Yale west campus. Each replicate cell sample was obtained from a separate mouse. RNA was extracted from 2 × 10^6^ for each sample using the RNeasy Mini Plus kit from Qiagen, as per the manufacturer's protocol. Following DNase treatment, total RNA was sequenced and analysed at the Yale Center for Genome Analysis. Heat maps were generated using variance stabilizing transformations of the count data on the basis of a parametric fit to the overall mean dispersions.

### γH2AX foci experiments

Samples of 20,000 BM cells each from β-gobin/GFP mice were either untreated or were treated with 2 mg ml^−1^ of NPs containing γtcPNA4 and donor DNA or with 5 Gy IR, as indicated in Supplementary Fig. 4F. After 48 h, cells were washed with PBS, fixed in 70% ice-cold ethanol, washed again with PBS and incubated for 15 min on ice in PBST buffer (PBS containing 1% bovine serum albumin and 0.2% Triton X-100). Cells were collected by centrifugation and incubated with an anti-phospho-H2AX antibody (Cell Signaling, #9718) diluted at a ratio of 1:200 in PBST buffer overnight at 4 °C. Cells were washed and incubated with an anti-rabbit antibody conjugated with Alexa 488 (Cell Signaling, #4412) diluted at a ratio of 1:100 in PBST buffer, and incubated for 1 h in the dark at room temperature. Cells were washed and resuspended in PBS for flow cytometry analysis.

For the primary fibroblasts from the β-globin/GFP mice, 50 × 10^3^ cells were pretreated with the indicated reagents in Fig. 1h,i for 48 h in chamber well slides (Millipore Millicell EZ Slides). Selected samples were irradiated with 5 Gy IR as a positive control. Cas9 and guide RNA (designed to bind to the same site in β-globin gene as γtcPNA4) expression plasmids were obtained from GeneCopoeia (www.genecopoeia.com). Cas9 and guide RNA expression plasmids were transfected using lipofectamine (Thermo Fisher Scientific; www.thermofisher.com), per manufacturer's instructions, either as separate expression vector plasmids (Cas9+gRNA) or contained on the same plasmid (Cas9 and gRNA). Cas9 and gRNA of 1.3 μg were added into each well for 48 h, as indicated. Cells were fixed with 1% paraformaldehyde/2% sucrose for 15 min at room temperature, followed by 100% methanol for 30 min at −20 °C and 50% methanol/50% acetone for 20 min at −20 °C. Slides were then incubated in permeabilization/blocking solution (10% BGS, 0.5% Triton X-100 in PBS) at room temperature for 1 h. Primary antibody (phospho-specific H2A.X (Cell Signaling #9718S)) was diluted 1:500 in permeabilization/blocking solution and used to stain cells at 4 °C overnight. The secondary antibody used was Alexa Fluor 488-conjugated goat anti-rabbit immunoglobulin G (IgG; Life Technologies). Cells were costained with DAPI to visualize the nuclei.

### Cell cycle analysis

Pre-sorted CD117 cells were treated with SCF for 48 h and then fixed in 70% ethanol, treated with 100 mg ml^−1^ RNase, and stained with propidium iodide. Cells were analysed by flow cytometry using 10,000 cells per condition.

### Treatment and analysis of human CD34+ cells

Human CD34+ cells were obtained from the Yale Center of Excellence in Molecular Hematology (Yale University, New Haven, CT) from granulocyte colony-stimulating factor-mobilized peripheral blood of normal healthy donors. Cells were received frozen, thawed, pooled and maintained in StemSpan serum-free expansion medium (SFEM) with StemSpan CC100 cytokine mixture (Stemcell Technologies, Vancouver, British Columbia, Canada). Cell counts were performed with a Nexcelcom Cellometer Auto T4 (Bioscience, Lawrence, MA). CD34 cells (6 × 10^5^) were treated with SCF (1.0 μg) and 2.0 mg of nanoparticles containing γtcPNA4/donor DNA in the SFEM with the CC100 cytokine mixture for 48 h. Cells were harvested, and genomic DNA extraction was performed using the Wizard Genomic Purification Kit (Promega). Samples were submitted for deep sequencing as above. For off-target analyses for the human DNA, the primers used were: serine threonine kinase (5′-TTTCTTGCCATGTTGGTGTG-3′ and 5′-CCTCCGGTCCTATTTGTTCA3′), anoctamin-3 (5′-TTGCATTTATTGGCAGCTTT3′□and 5′-TTCAGTGATTAAATTCTGTCACTCTG3′), 39s Ribosomal protein L17 (5′-TGCACTTATTAATCACCAACTCTG3′ and 5′-TGGCCCTTTGATATAGCTGTG3′), neuroblast differentiation associated protein (5′-AGGTGGGCAACATCAATTTC3′ and 5′-CAGGCCCAGCATCTTGTATT3′), transciption enhancer factor TEF1 (5′-TGCCAACACAGTGCTTTCTC3′ and 5′-GAGCTTTGTGAAGGCAGGAC3′), RhoGTPase activating protein (5′-AAGCTAAACGGTGTCTCTTTCTG3′ and 5′-GCATCATGGATCTGATTTGC3′).

For cytokine array analysis, after NP treatment of the CD34+ cells, as above, supernatant medium was collected and analysed by a luminex based assay as describe above.

### Transplantation of treated human CD34+ cells

Human CD34 cells (6 × 10^5^) were treated, as above, with SCF (1.0 μg) and 2.0 mg of nanoparticles containing γtcPNA4/donor DNA in the SFEM with the CC100 cytokine mixture for 48 h and then were used to transplant immunodeficient recipient NOD-*scid IL2rγ*^*null*^ mice. As above, all animal use was in accordance with the guidelines of the Institutional Animal Care and Use Committees (IACUC) of the University of Massachusetts Medical School, Yale University, and The Jackson Laboratory. NOD.Cg-*Prkdc*^*scid*^*IL2rγ*^*tm1Wjl*^ (abbreviated NOD-*scid IL2rγ*^*null*^) mice were obtained from the research colony maintained at The Jackson Laboratory. Transplant of treated CD34 cells into the NOD-*scid IL2rγ*^*null*^ mice was performed by intracardiac injection into newborn mice as previously described^12^. Engraftment was confirmed at 7 weeks. Eight weeks post transplant, human CD34+ cells were isolated from mouse BM using EasySep human CD34+ positive selection Kit (StemCell Technologies; Cat# 18056). Genomic DNA was extracted from CD34+ cells using the Wizard Genomic Purification Kit (Promega). Samples were submitted for deep sequencing as described above.

### Data availability

Microarray data have been deposited in Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession code GSE86859.

## Additional information

**How to cite this article:** Bahal, R. *et al*. *In vivo* correction of anaemia in β-thalassemic mice by γPNA-mediated gene editing with nanoparticle delivery. *Nat. Commun.* **7,** 13304 doi: 10.1038/ncomms13304 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-24 and Supplementary Table 1.

## Figures and Tables

**Figure 1:**
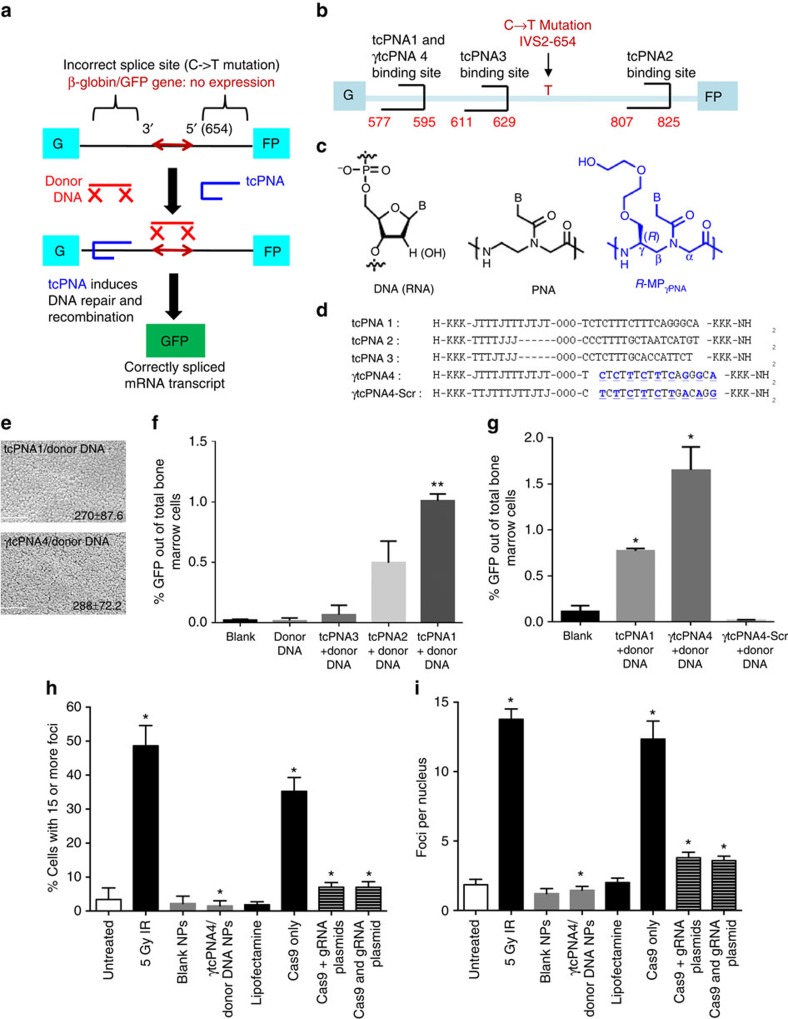
Gene editing using γPNAs in mouse bone marrow. (**a**) Strategy for targeted correction of a β-globin gene IVS2-654 (C->T) mutation in β-globin/GFP transgenic mice using triplex-forming tail-clamp PNAs and donor DNAs. (**b**) tcPNA and γtcPNAs designed to bind to homopurine regions within intron 2 of the human β-globin gene near IVS2-654 (C->T). (**c**) DNA, unmodified PNA and ^MP^γPNA. (**d**) tcPNAs and γtcPNAs to bind to the positions indicated in B. γtcPNA4-Scr is a scrambled version of γtcPNA4. Bold/underline indicates γPNA residues. K indicates lysine; J, pseudoisocytosine (for **c**) for pH-independent triplex formation. O, 8-amino-2,6,10-trioxaoctanoic acid linkers connecting the Hoogsteen and Watson–Crick domains of the tcPNAs. (**e**) Scanning electron microscope images of nanoparticles. Scale bar, 2.0 μm. (**f**) Gene correction of the IVS2-654 (C->T) mutation within the β−globin/GFP fusion gene in mouse BM cells treated *ex vivo* with NPs containing the indicated tcPNAs and donor DNA. %GFP+ was determined by flow cytometry and indicates successful gene editing. Data are mean±s.e., *n*=3; statistical analysis by Student's *t*-test, **P<0.005. (**g**) %GFP+ cells in mouse BM after *ex vivo* treatment with NPs containing tcPNA1, γtcPNA4 or γtcPNA4-Scr, plus donor DNAs. Data are mean±s.e.m., *n*=3; analysis by Student's *t*-test, *P<0.05. (**h**,**i**) Quantification of γH2AX foci by immune fluorescence microscopy, indicative of DNA DSBs in primary fibroblasts (from the β-globin/GFP transgenic mice) either untreated or treated with 5 Gy of IR, blank NPs, NPs containing γtcPNA4 and donor DNA, lipofectamine alone, lipofectamine transfection of a Cas9 expression vector, lipofectamine transfection of a Cas9 vector and a separate guide RNA expression vector (targeting the same site in β-globin sequences as γtcPNA4; Cas9+gRNA), or transfection of a vector containing both Cas9 and guide RNA (Cas9 and gRNA). Quantification as per cent of cells with 15 or more foci (**h**) or average number of foci per cell (**i**). 100 cells were counted per condition, data are mean±s.e.m, *n*=3; analysis by Student's *t*-test, *P<0.05.

**Figure 2:**
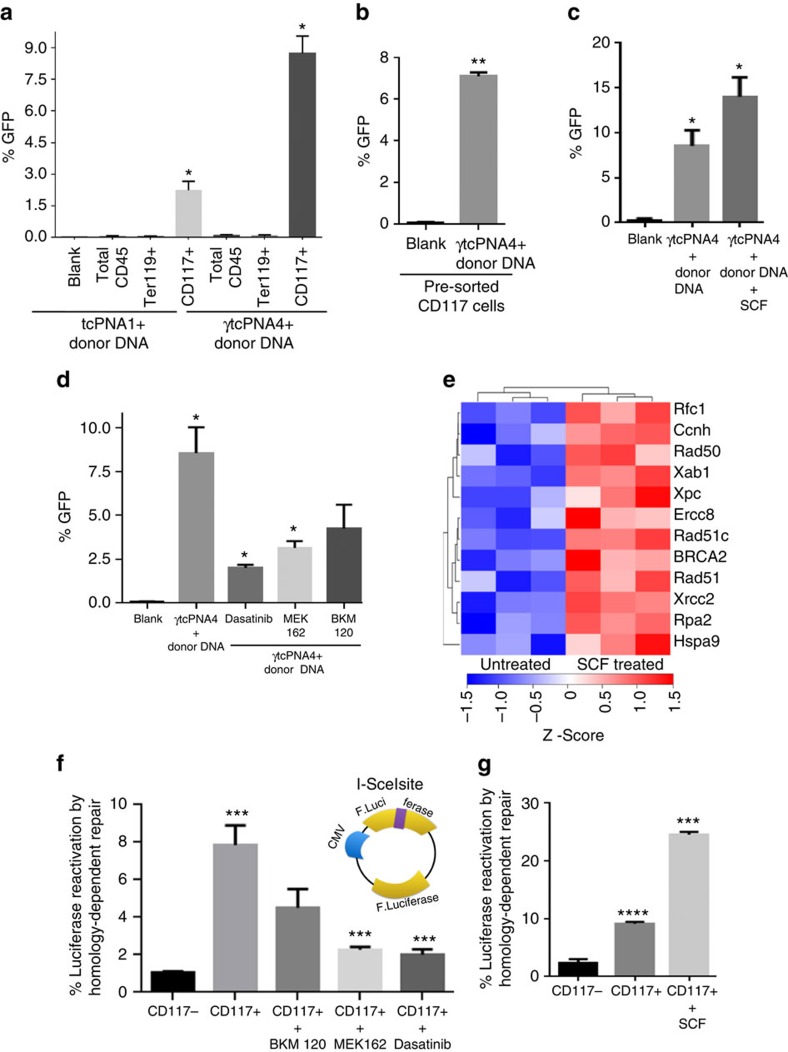
The SCF/c-Kit+ pathway promotes gene editing and DNA repair. (**a**) %GFP expression in treated mouse BM cells expressing the indicated cell surface markers. Total BM was treated with NPs containing either tcPNA1/donor DNA or γtcPNA4/donor DNA, cells were stained using antibodies specific for the indicated markers and assayed by flow cytometry for marker and GFP expression. Data are mean±s.e.m, *n*=3; statistical analysis by Student's *t*-test, *P<0.05. (**b**) %GFP expression in pre-sorted CD117 (c-Kit+) cells treated with either NPs carrying γtcPNAs and donor DNAs or blank NPs. Data are mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, **P<0.005. (**c**) %GFP expression in pre-sorted CD117+ cells treated with NPs containing γtcPNA4/donor DNA with or without prior treatment with the c-Kit ligand, SCF. Data are mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, *P<0.05. (**d**) %GFP expression in pre-sorted CD117+ cells treated with NPs containing γtcPNA4/donor DNA in the presence or absence of c-Kit pathway kinase inhibitors: dasatinib (inhibits c-Kit), MEK162 (inhibits MEK, MEK) and BKM120 (inhibits phosphatidylinositol-3-kinase). Data are mean±s.e.m, *n*=3; statistical analysis by Student's *t*-test, *P<0.05. (**e**) Heat map showing upregulated genes involved in DNA repair in CD117+ cells with or without SCF treatment; rows are clustered by Euclidean distance measure. (**f**) Reporter gene assay for HDR activity in CD117 cells in the presence or absence of c-Kit pathway kinase inhibitors: dasatinib, MEK162 and BKM120 (as above). Inset shows diagram of the luciferase reporter assay for repair of a nuclease-indcued DSB by HDR. Luciferase expression occurs only after homologous recombination and is scored as % reactivation of the DSB-damaged plasmid, normalized to a transfection control. Data are mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, ***P<0.005. (**g**) HDR assay in CD117+ cells with or without the addition of SCF. Data are shown as mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, ***P<0.005 and ****P<0.0005.

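For the genes in the heat map of Fig. 2e, 10 of the names printed there could be measured, and each was higher with SCF than in untreated CD117+ cells. The study chose these genes on the same samples, so their direction is not independent evidence. Rpa2, part of the single-stranded DNA binding complex, had a log2 fold change of 0.94 (standard error 0.17, adjusted p = 0.00044 from limma, 3 arrays per group), although 1 other probe of it did not pass the test (-0.22). That probe was dim (mean log2 intensity 5.18), and a brighter one (6.06) passed at 0.545. Rad51c, also a gene of homologous recombination, had 0.77 (standard error 0.21, adjusted p = 0.0125 from the same test). Ccnh, Rfc1 and Ercc8 had log2 fold changes of 0.76, 0.75 and 0.72, with adjusted p values of 0.00108, 0.000283 and 0.00804. Gpn1, Hspa9, Xpc and Rad50 had 0.56, 0.50, 0.50 and 0.46, with adjusted p values of 0.00463, 0.00421, 0.0097 and 0.0129, and another probe of Rad50 did not pass the test (0.30). That Rad50 probe was dim, with a mean log2 intensity of 4.9 against 8.96 for the probe used. Brca2 had the weakest call, at 0.49 (standard error 0.18, adjusted p = 0.0456), while its other detected probe gave 0.76 (adjusted p = 0.00857 in a limma fit of all detected probes). In that fit its brightest probe did not pass (adjusted p = 0.0508). Kit was higher as well, at 0.49 (standard error 0.15, adjusted p = 0.0236), with another probe of it not past the test (0.40).
Several of these calls lay near the threshold and were lost with 1 array fewer, while their log2 fold changes moved little. Brca2 had 0.42 to 0.55 whichever of the 6 arrays was left out (adjusted p of 0.0605 to 0.15). Its call was also lost without background correction (0.29, adjusted p = 0.0744) and without the filter on dim probes (adjusted p = 0.0745). Kit had 0.47 without untreated replicate 2 (adjusted p = 0.0694), 0.41 without untreated replicate 3 (0.0823), 0.47 without SCF replicate 1 (0.0637) and 0.46 without SCF replicate 2 (0.071), and its call was lost with the mean of its probes (0.44, adjusted p = 0.127). Rad50 had 0.40 without untreated replicate 1 (0.0592) and 0.41 without SCF replicate 2 (0.055). Rad51c had 0.66 without untreated replicate 1 (0.0625) and 0.69 without untreated replicate 2 (0.0555), and Xpc 0.41 without SCF replicate 1 (0.0521). With the other CD117+ set without SCF as control, the signs of Brca2 (-0.69), Ercc8 (-0.72), Rpa2 (-0.50), Xpc (-0.40), Rfc1 (-0.27), Rad50 (-0.11) and Kit (-0.81) turned, while Rad51c (0.31), Gpn1 (0.24) and Hspa9 (0.02) did not pass the test. Ccnh stayed higher (1.04, adjusted p = 2.12e-05).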

**Figure 3:**
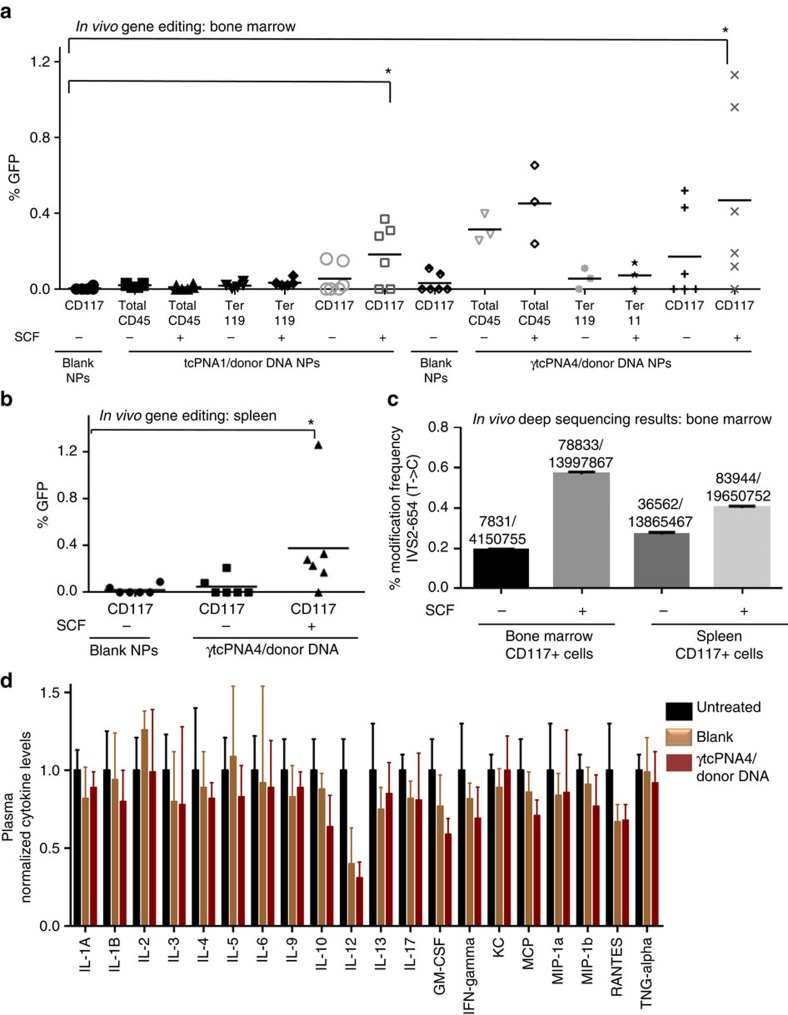
SCF treatment of mice enhances *in vivo* gene editing by γtcPNAs and donor DNAs. (**a**,**b**) β-globin/GFP transgenic mice (*n*=6 mice per group) were injected or not (as indicated) with 220 μg kg^−1^ of SCF i.p. followed by a single treatment of 4 mg of NPs injected intravenously. Each group received either blank NPs, NPs containing tcPNA1 and donor DNA, or NPs containing γtcPNA4 and donor DNA, with or without SCF. Two days later, BM and spleen cells were harvested for analysis by flow cytometry and deep sequencing. Frequencies of gene editing in haematopoietic cell sub-populations identified by the indicated cell surface markers from BM (**a**) and spleen (**b**) of mice treated with the indicated NPs and with or without pre-treatment with SCF. Each data point represents analysis of cells from a single mouse. Horizontal bars indicate mean, statistical analysis by Student's unpaired *t*-test, *P<0.05. (**c**) Deep-sequencing analysis to quantify the frequency of targeted gene editing *in vivo* in CD117+ cells from BM and spleen of β-globin/GFP mice treated as above. Error bars indicate standard error of proportions. (**d**) Analysis of cytokine levels, as indicated, in blood of either untreated, blank NP treated, or γtcPNA4 and donor DNA NP treated mice at 48 h post treatment. Data are shown as mean±s.e.m., *n*=3.

**Figure 4:**
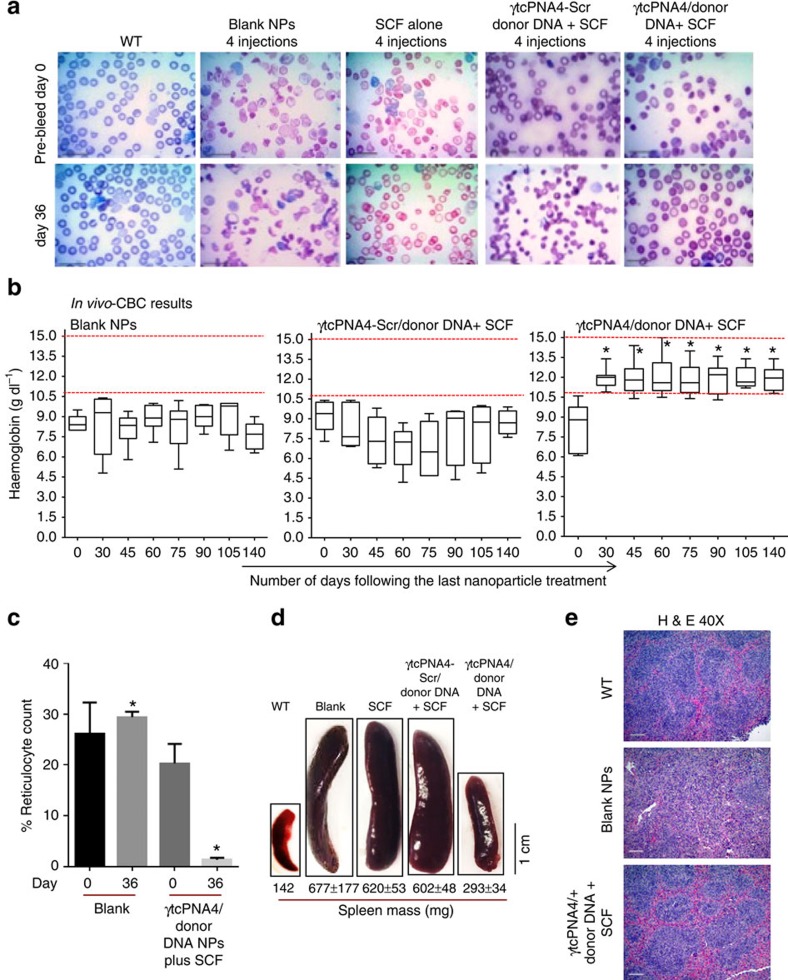
Correction of anaemia in thalassemic mice by NPs containing γtcPNA and donor DNA. (**a**) Blood smears from wild-type and thalassemic mice obtained pre-treatment or 36 days after *in vivo* treatment with blank NPs, SCF alone, SCF plus scrambled γtcPNA4-Scr/donor DNA NPs or SCF plus γtcPNA4/donor DNA NPs. NPs were given i.v.; SCF i.p. The untreated group (and control animals) exhibit extreme poikilocytosis as well as numerous target cells, cabot rings, anisochromasia and ovalocytosis, all changes characteristic of β-thalassemia. Treatment with γtcPNA4/donor DNA and SCF ameliorates the poikilocytosis and yields a reduction in anisocytosis, ovalocytosis and target cells suggestive of reduced alpha-globin precipitation in the RBCs. Scale bar, 1.0 μm. (**b**) Blood haemoglobin levels of thalassemic mice treated with blank NPs, SCF plus scrambled γtcPNA4-Scr/donor DNA NPs, or with SCF plus γtcPNA4/donor DNA NPs performed at the indicated number of days after treatment, up to 140 days. Data are presented as box and whisker plots showing the median and quartile range within each group over time (*n*=6 per group). Only the SCF plus γtcPNA4/donor DNA-treated mice achieved and maintained haemoglobin levels within the normal range during the duration of the experiment, reflecting the increased haemoglobin stability conferred by the gene editing. Horizontal bars within the boxes indicate mean; statistical analysis by Student's unpaired *t*-test, *P<0.05. (**c**) Reticulocyte counts (% of total RBCs) calculated in blood smears from thalassemic mice treated with either blank NPs or with NPs containing and γtcPNA4/donor DNA plus SCF on days 0 and 36 post treatment. Data are mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, *P<0.05. (**d**) Images of spleens from wild-type mice or thalassemic mice treated with blank NPs, SCF alone, SCF plus scrambled γtcPNA4-Scr/donor DNA NPs or SCF plus γtcPNA4/donor DNA NPs at 36 days after the last treatment. Average spleen weights (with standard errors, *n*=3; except for wild-type, where *n*=1) are listed below the images. Splenomegaly is corrected only by SCF plus γtcPNA4/donor DNA treatment. Scale bar, 1.0 cm. (**e**) Histopathologic analysis of spleen sections from wild-type mice and from thalassemic mice obtained 36 days after treatment with blank NPs or SCF plus γtcPNA4/donor DNA NPs. Haematoxylin and eosin stain (H&E), × 40 magnification. Scale bar, 10.0 μm. Additional images of spleens from other treatment groups and with additional stains are presented in Supplementary Figs 17 and 18.

**Figure 5:**
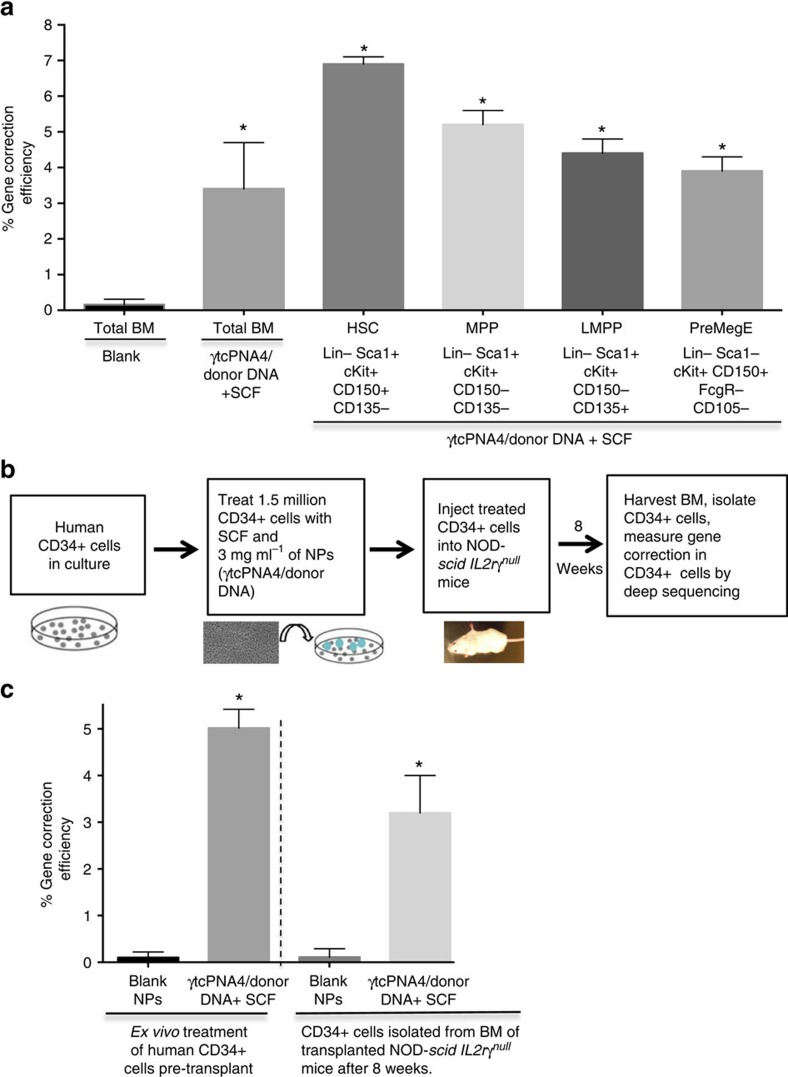
Gene editing in mouse BM stem cell populations *in vivo* and human CD34+ cells *ex vivo.* (**a**) Thalassemic mice were treated with either blank NPs or NPs containing γtcPNA4/donor DNA plus SCF (four doses at 2-day intervals as in Fig. 4). Deep sequencing analysis was performed to measure gene editing in the β-globin gene in either total BM (total BM) cells or in BM stem/progenitor cell sub-populations selected based on the indicated markers. BM cells were harvested either on day 36 post-treatment (total BM samples) or on day 65 post-treatment (sorted cell sub-populations). Data represent the combined analysis of BM from *n*=3 mice in each group. Data are mean±s.e.m., *n*=3; statistical analysis by Student's *t*-test, *P<0.05. (**b**) Schematic showing experimental design in which human CD34+ cells were treated *ex vivo* with either blank NPs or with γtcPNA4/donor DNA NPs plus SCF. Treated cells were either harvested 2 days later for deep sequencing analysis of gene editing in the β-globin gene or were transplanted into NOD-*scid IL2rγ*^*null*^mice. Eight weeks after transplantation, BM cells were harvested from the mice and human CD34+ cells were isolated, followed by deep sequencing of the the β-globin gene alleles. (**c**) Deep sequencing results to quantify β-globin gene editing in either pre-transplanted human CD34+ cells or in human CD34+ cells that were harvested from NOD-*scid IL2rγ*^*null*^ mice 8 weeks after transplant, as described in **b**. Data are mean±s.e.m., *n*=3 statistical analysis by Student's *t*-test, *P<0.05.

**Table 1:** Off-target effects in bone marrow cells following intravenous treatment of β-globin/GFP mice with γtcPNA4/donor DNA NPs.

**Gene locus**	**Sequences of partial homology (5′–3′)**	**Size of region sequenced**	**Alleles sequenced**	**Number modified**	**Frequency (%)**
β-globin	TGCCCTGAAAGAAAGAGA	128	1,399,786	78,833	0.56
Vascular cell adhesion protein precursor 1	AGCCCTGAAAGAAAGAGA	111	480,013	0	0
Polypyrimidine tract binding protein	GAACCTGAAAGAAAGAGA	101	349,723	26	0.0074
Protocadherin fat 4 precursor	CACCCTGAAAGAAAGAAG	115	73,245	0	0
Olfactory receptor 266	AAGCCTGAAAGAAAGATT	172	1,092,990	2	0.00018
Syntaxin binding protein	AGAAATGAAAGAAAGAGA	150	2,478,636	0	0
Muscleblind like protein	GGTGGTGAAAGAAAGAGA	165	2,331,971	0	0
Ceruloplasmin isoform	AGGACTGAAAGAAAGAGT	154	1,390,439	0	0
Total off-target			8,197,017	28	0.00034

The top seven gene loci in the mouse genome with partial homology to the 18 bp γtcPNA4 target site in β-globin intron 2 were identified, with the sequences as indicated. β-globin/GFP mice were treated with SCF followed by intravenous infusion with NPs containing γtcPNA4/donor DNA, and genomic DNA from c-Kit+ BM cells was subject to deep sequencing analysis at these loci. The size of the region sequenced around each site is listed, along with the number of alleles sequenced and the number of alleles with modified sequences.

**Table 2:** Off-target effects in bone marrow cells following intravenous treatment of β-thalassemic mice with SCF and γtcPNA4/donor DNA NPs.

**Gene locus**	**Sequences of partial homology (5′–3′)**	**Size of region sequenced**	**Alleles sequenced**	**Number modified**	**Frequency (%)**
β-globin	TGCCCTGAAAGAAAGAGA	128	8,615,313	337,192	3.9
Vascular cell adhesion protein precursor 1	AGCCCTGAAAGAAAGAGA	111	482,051	0	0
Polypyrimidine tract binding protein	GAACCTGAAAGAAAGAGA	101	355,567	2	0.00056
Protocadherin fat 4 precursor	CACCCTGAAAGAAAGAAG	115	123,158	0	0
Olfactory receptor 266	AAGCCTGAAAGAAAGATT	172	1,099,880	262	0.0231
Syntaxin binding protein	AGAAATGAAAGAAAGAGA	150	2,493,024	0	0
Muscleblind like protein	GGTGGTGAAAGAAAGAGA	165	2,336,715	0	0
Ceruloplasmin isoform	AGGACTGAAAGAAAGAGT	154	1,397,271	0	0
Total off-target			8,287,666	268	0.0032

The top seven gene loci in the mouse genome with partial homology to the 18 bp γtcPNA4 target site in β-globin intron 2 were identified, with the sequences as indicated. Thalassemic mice were treated with SCF followed by intravenous infusion with NPs containing γtcPNA4/donor DNA, and genomic DNA from c-Kit+ BM cells was subject to deep sequencing analysis at these loci. The size of the region sequenced around each site is listed, along with the number of alleles sequenced and the number of alleles with modified sequences.

**Table 3:** Deep sequencing analysis of targeted gene editing versus off-target effects in human CD34+ haematopoietic cells following *ex vivo* treatment with SCF and γtcPNA4/donor DNA NPs.

**Gene locus**	**Sequences of partial homology (5′–3′)**	**Size of region sequenced**	**Alleles sequenced**	**Number modified**	**Frequency (%)**
β-globin	TGCCCTGAAAGAAAGAGA	128	12,489,910	606,230	5.02
Serine Theronine Kinase	ATTCCTGAAAGAAAGCAC	189	3,330,879	0	0
Anoctamin-3	AATTCTGAAAGAAAGACC	150	5,805,518	1	0.000017
39s Ribosomal protein L17	AGCCCTGAAAGAATACCA	169	4,211,251	0	0
Neuroblast differentiation associated	TCCCTGAAAGAAAAAAGA	198	3,579,389	2	0.000055
Transcription enhance factor TEF1	TCTCCCTGAAAGAAAAAA	244	80,548	0	0
Rho GTPase activating protein	CAACATGAAAGAAAGAGA	154	8,256,220	0	0
Total off-target			25,263,805	3	0.000012

The top six gene loci in the human genome with partial homology to the 18 bp γtcPNA4 target site in β-globin intron 2 were identified, with the sequences as indicated. Human CD34+ haematopoietic cells were treated *ex vivo* with SCF and with NPs containing γtcPNA4/donor DNA, and 2 days later genomic DNA from the cells was subject to deep sequencing analysis at these loci. The size of the region sequenced around each site is listed, along with the number of alleles sequenced and the number of alleles with modified sequences.

How the deposited data were processed for this re-analysis (not part of the article)

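RNA was measured in 4 groups of mouse bone marrow cells with 3 Illumina arrays each: CD117−, CD117+, a separate CD117+ set taken as untreated, and CD117+ treated with SCF. The condition of each array was taken from its labels. The letter U in the titles was read as untreated, which no label writes out. The paper states that the CD117+ and CD117− cells came from 3 separate mice and each replicate from a separate mouse. It does not say whether equal replicate numbers mark the same mouse.
The authors deposited scanner intensities on a linear scale, with no background correction and no normalization, together with a detection p-value for each probe and array. They also deposited processed intensities, still on a linear scale. These keep the order of the scanner values and follow 1 distribution within the CD117+ and CD117− arrays and another within the untreated and SCF arrays, so they were quantile normalized in separate sets. The array model, the scanner software and its version are not given in the sources used here. The methods speak of RNA that was sequenced and of heat maps of count data, while the values used here are array intensities.
The intensities were background-corrected by normexp with the negative-control distribution implied by the detection p-values, quantile normalized over all 12 arrays (neqc, offset 16) and taken to the log2 scale. This used limma 3.58.1 in R 4.3.3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Of 45281 probes, 35784 had 1 gene symbol, 0 had several and 9497 had none in the platform table used, and symbols were updated through the gene ID (28620), the accession (2637), the current symbol (2128) or an older symbol (2343), with 56 kept as written. Probes with a detection p under 0.05 on at least 3 of 12 arrays were kept, 20614 in all, of which 17712 had a symbol. The probe with the highest mean stood for each of 11472 genes. Values of another probe of a gene come from a fit of all 17712 detected probes with a symbol, adjusted over these probes. Of the 92 pairs of a comparison and a named gene with more than 1 detected probe, 33 had a probe with another sign or side of the threshold. Several of these other probes were dim, close to the dimmest signal above background (4.63 to 4.82 on the log2 scale). For such probes the lack of a call says little. No 2 arrays shared equal raw values in more than 0.00221% of probes.
Comparisons used lmFit and eBayes with a trend, 4 group means, 8 residual degrees of freedom and Benjamini-Hochberg adjustment over all genes, at an adjusted p under 0.05. Gene lists were tested with camera at its preset correlation of 0.01, with an estimated correlation, and with fry. The 34 lists, the comparisons, the tests, the rule for named genes and all alternatives but 1 were fixed before the data were examined. The lists cover DNA repair (all pathways, homologous recombination, nucleotide excision, base excision, mismatch, non-homologous end joining, Fanconi anaemia and cross-link), the damage checkpoint, p53 targets, DNA replication, mitosis, stem and progenitor cells, granulocyte precursors, mature neutrophils, monocytes and macrophages, B cells, T and NK cells, erythroid cells, haem synthesis, megakaryocytes and platelets, mast cells and basophils, eosinophils, dendritic cells, endothelial and stromal cells, ERK response, ribosome biogenesis, cholesterol synthesis, glycolysis, oxidative phosphorylation, unfolded protein and amino acid stress, heat shock, interferon response, inflammatory cytokines and apoptosis. Of their 828 members, 769 had a named probe and 658 were tested.
Named genes were Kit, the genes the paper names, the 6 largest increases and the 6 largest decreases with arrays that do not overlap between groups, and up to 3 leading members of each called list and each repair pathway. For other lists the member with the smallest adjusted p was taken. Where fewer members of a list are given than this rule allows, they are those with the largest change, and every gene of the rule was run under every alternative.
The fit was tested on simulated arrays with 200 changed genes among 11472. For CD117+ against CD117−, 23.9%, 97.0% and 100% of genes with true log2 changes of 0.5, 1 and 2 were recovered and 11 of 158 calls were unchanged genes. For SCF against untreated the shares were 22.4%, 92.5% and 100%, with 9 of 152. In these simulations changes of 0.5 were mostly missed with 3 arrays per group. In the data 5846 and 3184 genes were called, which makes the adjusted threshold less strict. These shares therefore do not carry over to the real comparisons. The alternatives were other normalizations, the authors' processed values, other filters on dim probes, the mean of all probes, a fit of only the 6 arrays compared, the replicate number as a block, array weights, a fold threshold of 1.5, leaving out each array, and other control samples for SCF. Xrcc2 was not analysed here, and 1 further item is not reported here.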

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

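The tests of repair genes outside the cell cycle lists, of fewer other cells after SCF, of an intensity scale, of an array batch and of a smaller megakaryocyte share were chosen after the results were seen. The splits of the arrays and the test of a single array in the megakaryocyte genes were set before.
Gene lists outside those the paper discusses differed between CD117+ and CD117− cells. The median log2 fold change was 0.86 for stem and progenitor cell genes (camera adjusted p = 0.000306, adjusted p = 0.146 with an estimated correlation). It was -4.32 for mature neutrophil genes (adjusted p = 0.0453 with an estimated correlation), -2.55 for B cell genes (0.0739), -0.77 for monocyte and macrophage genes (0.269), -0.68 for erythroid genes (0.107), -0.91 for haem synthesis genes (0.0949), -1.30 for eosinophil genes (0.203) and -1.19 for dendritic cell genes (0.14), where each p in parentheses is the adjusted p with an estimated correlation. Ribosome biogenesis genes had a median of 1.33, with 25 of 27 higher (25 adjusted over the list alone; adjusted p = 0.101 with an estimated correlation), led by Nop2 at 4.29-fold and Rrp12 at 4.28-fold. Heat shock genes had a median of 0.62, with 8 of 14 higher and 1 lower (8 and 1 adjusted over the list alone; adjusted p = 0.203 with an estimated correlation). With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Of these the real one was the 1 with a count as large, with 5846 changed genes and 54 repair genes higher, and the highest of the others was 0 in each case.
Of 118 repair genes 49 were higher and none lower with SCF against the untreated set, and 69 did not pass the test. If only repair genes shared with replication or mitosis rose, those outside both lists would lie no higher than genes in no list, but their median lay 0.296 higher on the log2 scale (bootstrap 95% interval 0.194 to 0.406, with genes taken as independent). Their rise had been seen before this test was chosen, so it adds no independent evidence, and the interval leaves out the spread between arrays. If fewer megakaryocytes, eosinophils and macrophages raised all other genes alike, repair genes would rise as much as genes in no list, whose median was 0.014. The repair median lay 0.361 higher (0.207 to 0.444), but its rise had been seen before this test was chosen. The gap concerns only a rise of all genes alike. A change in cell shares that raises some genes more than others stays open. The control set was read from the letter in the titles, since no label states it. The authors normalized the untreated and SCF arrays together, and the paper reports more cells in S phase after SCF. Of 41 replication genes 34 were higher against the untreated set, but 2 were higher and 23 lower against the other CD117+ set. ERK response genes, which lie downstream of c-Kit and MEK, were higher in 18 of 25 and lower in none against the other set (camera adjusted p = 4.13e-08, and adjusted p = 0.00465 with an estimated correlation). Against the untreated set 8 were higher and 7 lower (0.524). The rise against the other set was present without SCF, however. In the untreated set 18 of these genes were higher and 1 lower than in the other set (median 1.59, against 1.21 with SCF, camera adjusted p = 1.29e-05, and adjusted p = 0.00822 with an estimated correlation). The ERK genes therefore do not speak for the other set as the control. Against that set the p53, cholesterol and erythroid lists had medians of 1.04, 1.15 and -2.12 with SCF. Without SCF their medians were 1.54, 1.31 and -1.94. All lists called with an estimated correlation in both contrasts kept their direction. SCF-treated and untreated cells thus shared these differences from the other set, which argues against it as the matched control. Against the other set 16 repair genes were higher and 39 lower, cell cycle effects on genes outside the lists stay open too, and the splits are too few to speak to chance (3184 changed genes, 49 repair genes higher and 42 outside the lists, each in 1 of 10 splits, highest other 0).
The CD117+ sets without SCF differed from each other in 6549 genes (1 of 10 splits as large, too few for a share under 0.05, highest other 0), a comparison outside those that the paper's text discusses. A difference in intensity scale between the array sets would shift lists alike at the same intensity. Mature neutrophil genes lay 4.08 above erythroid genes relative to the trend on intensity (bootstrap 95% interval 2.65 to 5.46). These lists were chosen after they had been seen to move apart, with medians of 2.135 and -1.94. The gap therefore restates that difference and is not an independent test of the scale. A hybridization or preparation batch cannot be told apart from the sets, since 0 groups of cells have arrays in both. The labels name no difference in handling between the sets, and no biological explanation was tested. The paper's methods describe culture of isolated CD117+ cells, with SCF in some experiments. The labels give SCF at 3 μg per ml for 48 h on the SCF arrays, the dose the methods give for cultured cells. Neither says whether the cells of the other arrays were cultured. A difference in culture between the sets therefore stays open.
Megakaryocyte and platelet genes had a median log2 fold change of -1.41 with SCF and eosinophil genes of -1.72. No single array decided the former, since at least 18 of the 21 genes were lower without each array in turn. A smaller share of megakaryocytes and platelets in the SCF-treated cells stays open: the interquartile range of 0.842 around the median fall was tested after the fall had been seen in the same genes, and so decides nothing. Normalized log2 intensities in untreated and SCF-treated cells were 13.20 and 11.28 for Vwf, 12.13 and 9.51 for Tubb1 and 8.98 and 6.64 for Clec1b. Of these genes 21 were detected on all untreated arrays and 19 on all arrays of the other CD117+ set, and none is in another list. Selection for CD117 would remove mature forms at the sort, but whether cells matured afterwards was not measured. Without SCF, 20 of the 21 genes were higher in the untreated set than in the other CD117+ set. Lower expression within each cell stays open too. Against the other CD117+ set 14 of the megakaryocyte and platelet genes were higher and 1 lower, while 6 of 7 eosinophil genes were lower. That contrast also carries the difference between the sets.
Ribosome biogenesis genes had a median of 0.77 with SCF, with 24 of 27 higher (26 adjusted over the list alone), led by Nop56 at 2.30-fold, and the call held with an estimated correlation (adjusted p = 0.0423). With the other CD117+ set as control 8 were higher and 3 lower, with a median of -0.038 (camera adjusted p = 0.612), and the sign of Nop56 turned (-0.57).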

How the results depend on the processing

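Normalizing each set of 6 arrays on its own was added after the data were examined; the other settings were set before. Leaving out each array in turn moved no count by over 1.5 times and no test across its threshold: 2945 to 3353 genes higher and 2142 to 2540 lower in CD117+ cells, 1202 to 1538 higher and 1220 to 1493 lower with SCF, 43 to 49 repair genes higher in CD117+ cells, 39 to 49 higher with SCF, 32 to 42 outside the cell cycle lists, and 5865 to 6132 genes between the CD117+ sets. The repair set tests ranged from 0.000735 to 0.00209 for the sort, 3.40e-09 to 1.15e-07 for SCF and 9.47e-08 to 1.84e-06 outside the cell cycle lists. Median scaling gave 6001 genes higher and 1024 lower in CD117+ cells and 93 repair genes. With SCF it gave 1891 higher and 1246 lower (60.3% of the changed genes higher, against 50.75%). It moved the share higher between the CD117+ sets from 49.99% to 61.1% and their median from -0.014 to 0.095. A fold of at least 1.5 left 1008 genes higher with SCF, 34 repair genes higher in CD117+ cells and 26 outside the cell cycle lists higher with SCF. With an estimated correlation the repair test of the sort was weaker (adjusted p = 0.14). With fry, non-homologous end joining (0.832) and glycolysis (0.264) had the other direction in the sort, neither past the threshold. Of 33 lists besides that of all repair pathways, camera called 19 in the sort and 20 with SCF, of which 1 and 5 held with an estimated correlation. The 33 include the single repair pathways, and nucleotide excision repair was among the 5 (adjusted p = 0.0423 with an estimated correlation). All lists called by camera were also called by fry, which tests a list against no change, while camera tests it against the other genes. Passing fry therefore does not show that a camera call holds. The slide as a block was not run, since no slide is given, and the authors' values give no test across the sets they normalized separately. In the simulations, with 3 arrays per group and only 200 changed genes, a log2 change of 0.5 was recovered in 22.4% to 23.9% of genes. Low signal over background leaves no fold change for Brca1 in the sort and lower bounds for genes above background in only 1 of the groups compared.
The SCF results depended most on the control. With the other CD117+ set as control 2823 genes were higher and 2514 lower, 16 repair genes were higher (set test reversed, 0.0494, but adjusted p = 0.351 with an estimated correlation), and 15 outside the cell cycle lists (reversed, 0.0479, but adjusted p = 0.342 with an estimated correlation). With both sets as control 23 and 19 were higher, with set tests of 0.178 and 0.30. With the other CD117+ set the log2 fold change turned negative in Bard1 -0.53, Brca2 -0.69, Bub1b -0.089, Cdk1 -0.39, Clspn -0.67, Cyc1 -0.35, Ercc8 -0.72, Fancd2 -0.81, Fen1 -0.74, Kit -0.81, Mcm3 -0.80, Msh6 -0.46, Nkg7 -0.78, Nop56 -0.56, Nop58 -0.26, Pdk1 -0.47, Pold2 -0.11, Prtn3 -0.058, Rad1 -0.44, Rad50 -0.11, Rad51ap1 -0.80, Rfc1 -0.27, Rfc5 -0.042, Rpa2 -0.50, Rrm2 -0.42, Tipin -0.77, Top2a -0.62, Tyms -0.48, Ung -0.94, Xpc -0.40 and Xrcc6 -0.60, and positive in Batf3 1.29, Bbc3 2.21, C1qb 0.85, Cbr2 1.12, Cd28 0.95, Igf1 0.90, Mrc1 3.12, Pecam1 0.47, Retnla 3.13, Rnase2a 1.17, Stard4 1.29, Trp53inp1 0.95 and Vwf 1.49. With both sets it turned negative in Brca2 -0.10, Ercc8 -0.002, Fancd2 -0.076, Kit -0.16, Ung -0.068 and Xrcc6 -0.12, and positive in Batf3 0.049, Bbc3 0.68, Mrc1 0.89, Stard4 0.14 and Trp53inp1 0.18. These contrasts equal the SCF contrast plus the difference between the CD117+ sets, in full or in part. The reversals therefore follow from that difference, whose cause was not tested. Over all named genes and settings 3049 values kept their direction and side of the threshold, 104 were weaker, 2 were stronger and 55 were reversed.
With the replicate number as a block 3348 genes were higher and 2438 lower in CD117+ cells, 1563 higher and 1541 lower with SCF, 6499 differed between the CD117+ sets, and 53 and 48 repair genes were higher. Of the named genes only Brca2 with SCF crossed the threshold (0.49, adjusted p = 0.0655). Same-numbered arrays correlated at -0.08 to 0.011 in the sort, -0.005 to 0.048 with SCF and -0.186 to 0.209 between the CD117+ sets, so the numbers, which no source ties to a mouse, were not taken as pairs, and 0, 0 and 1 of the pairs were over 0.1.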

Differences from the paper's values

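The paper lists BRCA1 and BRCA2 among the repair genes more highly expressed in CD117+ than in CD117− cells. Here Brca1 was above background on none of the 6 arrays, so no fold change is given, and no setting called it. Brca2 had a log2 fold change of 0.27 (adjusted p = 0.214 from limma). It was called higher with the mean of all detected probes (0.42, adjusted p = 0.0422) and with median scaling (0.98, adjusted p = 0.00011), which moved the median of all genes from 0.07 to 0.49 and called 6001 genes higher and 1024 lower, both set before the data were examined, and its other detected probe alone gave 0.56 (adjusted p = 0.0265). The other settings run did not call it. Ercc2 (1.30) and Xrcc3 (0.90), which the paper also lists, were higher here too. The paper further reports BRCA2 higher in CD117+ cells by RT-qPCR and western blot, which were not analysed here.
The paper reports further up-regulation of numerous repair genes by SCF. Against the untreated set 49 of 118 were higher and none lower, and all 10 measured genes of Fig. 2e were higher. With the other CD117+ set as control, 16 were higher and 39 lower, a contrast that also carries the differences between the array sets.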

Other observations

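Other programmes differed between CD117+ and CD117− cells. Of 25 interferon response genes 16 were lower in CD117+ cells and 3 higher (17 and 3 adjusted over the list alone), with Rsad2 80.3-fold and Isg15 13.3-fold lower (adjusted p = 0.107 with an estimated correlation). Of 33 oxidative phosphorylation genes 23 were higher and none was lower (26 higher adjusted over the list alone), led by Ndufa5 at 2.05-fold (adjusted p = 0.149 with an estimated correlation). Of 25 ERK response genes 12 were lower and 4 higher, including Bcl2l1, an anti-apoptotic gene, 6.82-fold lower (12 and 4 adjusted over the list alone; adjusted p = 0.14 with an estimated correlation). Of 13 granulocyte precursor genes 6 were lower and 1 was higher, with Fcnb 20.3-fold lower (6 and 1 adjusted over the list alone; adjusted p = 0.234 with an estimated correlation), and the median of the list turned from -0.42 to 0.12 with median scaling, which moved the median of all genes from 0.07 to 0.49. Relative to all genes it lay at -0.49, and at -0.37 with median scaling. The largest increases were in Psmb1 (12.5-fold), Csrp3 (12.5-fold) and Acsl6 (12.1-fold, above background on 1 of 3 CD117− arrays).
Not past the set test in this comparison were the lists of p53 targets (5 of 20 higher, 8 lower, Fas 6.23-fold lower), DNA replication (16 of 41 higher, 3 lower, E2f2 6.76-fold lower), T and NK cells (3 of 14 higher, 4 lower), megakaryocytes and platelets (9 of 21 higher, 2 lower), endothelial and stromal cells (2 of 10 higher, 6 lower), cholesterol synthesis (3 of 18 higher, 1 lower), glycolysis (5 of 16 higher, 5 lower), unfolded protein and amino acid stress (9 of 28 higher, 6 lower), inflammatory cytokines (3 of 24 higher, 7 lower) and apoptosis (5 of 22 higher, 8 lower). With median scaling the medians of the p53, T and NK cell, glycolysis and apoptosis lists turned positive with the shift of all genes. Relative to the median of all genes the p53 list (-0.50, and -0.44 with median scaling), the T and NK cell list (-0.13 and -0.31) and the apoptosis list (-0.13 and -0.25) kept their sign, and glycolysis turned (-0.091 and 0.08). Adjusted over the list alone, 11 p53 targets were lower and 5 higher, and the other counts were the same.
With SCF the largest increases were in Pdpn (9.87-fold), Stfa1 (8.00-fold) and Il1r2 (7.64-fold), with Pdpn and Il1r2 above background on 2 of 3 untreated arrays. The largest decreases were in Retnla (log2 fold change -4.32), Igf1 (-3.58) and Rnase2a (-3.46), which were higher with SCF when the other CD117+ set was the control (3.13, 0.90 and 1.17). Of 13 granulocyte precursor genes 7 were higher, 2 were lower and 4 did not pass the test, led by Ms4a3 with a log2 fold change of 1.33 (7 and 2 adjusted over the list alone; adjusted p = 0.38 with an estimated correlation), and of 25 interferon response genes 7 were higher and 2 lower, led by Gbp3 with a log2 fold change of 1.50, which did not pass the test with the other CD117+ set as control (0.24), or 8 and 2 adjusted over the list alone (adjusted p = 0.265 with an estimated correlation). Of 34 erythroid genes 14 were lower and 4 higher, with Alas2 3.48-fold lower (16 and 4 adjusted over the list alone; adjusted p = 0.164 with an estimated correlation). Of 20 p53 targets 5 were lower and 1 higher, with Gadd45a 2.08-fold lower (5 and 1 adjusted over the list alone; adjusted p = 0.0964 with an estimated correlation). Against the other CD117+ set this list was reversed, with 16 higher and 1 lower and a median of 1.04 (camera adjusted p = 2.38e-06, and adjusted p = 0.00465 with an estimated correlation), while Gadd45a was lower there too (-1.23). With that control 4 granulocyte precursor genes were higher and 3 lower (median -0.058), 10 interferon response genes higher and 5 lower, and 1 erythroid gene higher and 29 lower. Of 25 ERK response genes 8 were higher and 7 lower (9 and 7 adjusted over the list alone), with Ccnd1, which encodes cyclin D1, 2.17-fold higher. Of 16 glycolysis genes 7 were higher, led by Pdk1 (1.68-fold, with its sign turned against the other CD117+ set, -0.47), and 1, Slc2a3, was lower (log2 fold change -1.41), with the same counts adjusted over the list alone (adjusted p = 0.164 with an estimated correlation). Against the other set 12 glycolysis genes were higher and 1 lower. Of 33 oxidative phosphorylation genes 2, Cyc1 (0.49) and Atp5pb (0.47), were higher and none adjusted over the list alone, a list called by camera (adjusted p = 0.0125) but not with an estimated correlation (adjusted p = 0.265 with an estimated correlation). Without untreated replicate 1, untreated replicate 3 or SCF replicate 3 both calls were lost (Cyc1 0.29 to 0.48, adjusted p of 0.0552 to 0.136; Atp5pb 0.33 to 0.43, adjusted p of 0.0914 to 0.182), as were those of Cyc1 without untreated replicate 2 (0.51, adjusted p = 0.0521) and of Atp5pb without SCF replicate 1 (0.45, adjusted p = 0.0938), and 3 other probes of Atp5pb did not pass the test (0.19, 0.20 and 0.12). Inflammatory cytokine genes had a median of -0.016 but a mean of 0.136 and an upward test (adjusted p = 0.564), and with median scaling the median was 0.085.
Between the CD117+ sets without SCF, the untreated set had higher p53 target genes (17 of 20, 1 lower), cholesterol synthesis genes (14 of 18, none lower), mature neutrophil genes (22 of 25, none lower; adjusted p = 0.0512 with an estimated correlation) and megakaryocyte and platelet genes (20 of 21, none lower; adjusted p = 0.0692 with an estimated correlation). The p53 and cholesterol lists kept their call with an estimated correlation. It had lower DNA replication genes (36 of 41, 1 higher), erythroid genes (24 of 34, 3 higher) and repair genes (67 of 118, 11 higher), all kept with an estimated correlation. Adjusted over the list alone, 15 cholesterol genes and 21 megakaryocyte genes were higher, 68 repair genes were lower, and the other counts were the same. Gpnmb was 608-fold and Arg1 296-fold higher in the untreated set, both above background on 1 of 3 arrays of the other set. Other probes of Gpnmb gave smaller log2 fold changes of 4.21 to 4.89, against 9.25 on the probe used. Retnla, above background on no array of the other set, was at least 141-fold higher. Sphk1 was 101-fold lower (log2 fold change -6.66, but -1.04 on its other probe), and Ermap, above background on no untreated array, at least 79.5-fold lower. These sets were normalized separately by the authors and together here, and the direction of the erythroid and neutrophil lists was the same with median scaling.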
